# Sex-specific splicing occurs genome-wide during early *Drosophila* embryogenesis

**DOI:** 10.7554/eLife.87865

**Published:** 2023-07-19

**Authors:** Mukulika Ray, Ashley Mae Conard, Jennifer Urban, Pranav Mahableshwarkar, Joseph Aguilera, Annie Huang, Smriti Vaidyanathan, Erica Larschan

**Keywords:** transcription factors, sex-specific splicing, alternative splicing, *D. melanogaster*

## Abstract

Sex-specific splicing is an essential process that regulates sex determination and drives sexual dimorphism. Yet, how early in development widespread sex-specific transcript diversity occurs was unknown because it had yet to be studied at the genome-wide level. We use the powerful *Drosophila* model to show that widespread sex-specific transcript diversity occurs early in development, concurrent with zygotic genome activation. We also present a new pipeline called time2Splice to quantify changes in alternative splicing over time. Furthermore, we determine that one of the consequences of losing an essential maternally deposited pioneer factor called CLAMP (chromatin-linked adapter for MSL proteins) is altered sex-specific splicing of genes involved in diverse biological processes that drive development. Overall, we show that sex-specific differences in transcript diversity exist even at the earliest stages of development..

## Introduction

One of the greatest challenges in modern biology is understanding the mechanism and significance of widespread transcript diversity between sexes and different developmental stages, tissues, and cell types. Alternative splicing (AS), a mechanism of selective inclusion or exclusion of introns and exons, drives widespread transcript diversity (Aanes et al., 2013; Revil et al., 2010). In addition to basic development and physiology, transcriptome diversity is critical for disease biology, especially in neurodegenerative diseases and developmental disorders that often show sex or tissue-specific differences in progression and severity (Mayne et al., 2016; Ober et al., 2008; Wang and Cooper, 2007; Faustino and Cooper, 2003). Across species, precise regulation of genes to produce specific splice variants is critical for all developmental decisions, including sex determination. A key to understanding how transcript diversity drives biological processes lies in the events that shape the initial few hours of an organism’s existence.

During early development, protein and RNA deposited by the mother into the embryo shape early embryonic milestones across metazoans (Schulz et al., 2015; Schulz and Harrison, 2019). Initially, cell number increases, followed by cellular differentiation into specific cell types. Sexual identity is then established, driving the fundamental physiological differences between sexes. However, whether maternally deposited proteins and RNAs influence transcript variation remains poorly understood. Moreover, maternal factors are often essential regulators that can have a lasting impact on gene regulation later in the life of an organism. Thus, it is essential to define the influence of maternal factors on transcriptome diversity during the early stages of embryonic development. Therefore, the key question is: How does the presence of maternally deposited products influence transcript diversity including sex-specific splice variants?

The *Drosophila* embryo is an excellent tool in studying the role of maternally deposited proteins and RNA in early development as it is easy to perform genetic manipulations to remove maternal factors to define how they regulate splicing and transcription. Also, embryos can be sexed before zygotic genome activation due to our recent application of a meiotic drive system (Rieder et al., 2017). During *Drosophila* embryogenesis, zygotic genome activation (ZGA) occurs shortly after the first 2 hr of development. Concurrently, maternal transcripts gradually decrease in abundance, and zygotic transcription increases, a process called the MZT (maternal to zygotic transition). ZGA starts approximately 80 min after egg laying and most maternal transcripts are degraded by 180 min after egg laying (Artieri and Fraser, 2014). Even at these early stages of development, AS generates multiple transcript isoforms resulting in transcript diversity. Although the earliest genes transcribed from the zygotic genome are mainly intron-less, approximately 30% of early zygotic transcripts do have introns (De Renzis et al., 2007; Guilgur et al., 2014). Furthermore, genes involved in sex determination have introns and use AS to drive male versus female-specific development (Förch and Valcárcel, 2003). Hence, during early embryonic development, AS is important for shaping cell and tissue-specific transcriptomes and essential for sexual differentiation. However, it was not known: (1) how early in development widespread sex-specific transcript diversity occurs at a genome-wide level and (2) whether the loss of maternally deposited factors alters sex-specific AS early during embryogenesis.

Several lines of evidence led us to hypothesize that the maternally deposited TF CLAMP (chromatin-linked adapter for MSL proteins) is a good candidate to study how the loss of maternally deposited TFs modulates sex-specific AS: (1) mass spectrometry identified association with 33 RBPs on chromatin, 6 of which regulate AS Urban et al., 2017c; (2) CLAMP is bound to approximately equal numbers of intronic regions as promoter regions Kaye et al., 2018; (3) many CLAMP binding sites evolved from intronic polypyrimidine tracts Quinn et al., 2016; (4) maternal CLAMP is essential for viability in both males and females suggesting a role beyond male-specific dosage compensation (Duan, 2020).

First, we defined all of the sex-specifically spliced (SSS) isoforms early during development genome-wide which has never been determined in any species. Although sex-specific isoforms have been identified for several key genes in early development (Lott et al., 2014; Telonis-Scott et al., 2009; Paris et al., 2015; Lott et al., 2011), a comprehensive analysis of all SSS isoforms in early embryos was not available. Across species, genome-wide SSS data is only available in adult tissues including ovary, testis, and brain (Telonis-Scott et al., 2009; Gibilisco et al., 2016). Therefore, we used a meiotic drive system to sex embryos at two time points surrounding MZT (first 4 hr of embryonic development: 0–2 hr and 2–4 hr), and computationally defined all SSS isoforms. We measured AS using time2splice, a new pipeline we developed based on the SUPPA2 algorithm (Trincado et al., 2018), that provides additional modules to integrate time and sex as variables (https://github.com/ashleymaeconard/time2splice; copy archived at Ray, 2023).

Next, we analyzed the effects of depleting the maternal transcription factor CLAMP on sex-specific AS during the first few hours of development to understand whether a maternal pioneer factor is required for early embryonic transcriptome diversity. We identified male-specific and female-specific genes involved in development whose splicing required maternal CLAMP. Also, we observed that CLAMP-dependent SSS genes regulate different biological processes in females and males, even as early as when the embryo is activating the zygotic genome. Overall, we demonstrate that sex-specific transcriptome variation is established very early in development and the loss of the maternally deposited TF CLAMP alters SSS of a group of genes that regulate both AS and development. Furthermore, we introduce time2splice, a pipeline to identify alternatively spliced isoforms and how they change over time and in different sexes which can also integrate chromatin localization data of potential splicing regulators.

## Results

### Sex-specific AS is present at the earliest stages of *Drosophila* development

To define when SSS begins during development, we analyzed RNA-sequencing data that we generated from male and female embryos at two-time points: 0–2 hr (pre-MZT) and 2–4 hr (post-MZT) (Rieder et al., 2017) (#GSE102922). We were able to produce homogeneous populations of male or female embryos prior to ZGA using a novel meiotic drive system that produces sperm with either only X or only Y chromosomes in which SSS had never been analyzed (Rieder et al., 2017). Next, we quantified AS in these samples using a new pipeline that we developed for this analysis and made publicly available called time2splice (https://github.com/ashleymaeconard/time2splice; copy archived at Ray, 2023). Time2splice implements the commonly used SUPPA2 algorithm (Trincado et al., 2018) to identify splice variants and provides additional modules to integrate time, sex, and chromatin localization data (Materials and methods) (Figure 1—figure supplement 1). SUPPA2 measures the PSI (percent spliced in) for each exon and calculates the differential AS between samples, reported as ΔPSI (Trincado et al., 2018). Therefore, SUPPA2 is specifically designed to identify AS events.

From our RNA-seq data, we used time2splice to analyze 66,927 exons associated with 17,558 genes and classified the AS events into one of seven classes (diagrammed in Figure 1A). We found that 16–18% of the exons are alternatively spliced in early embryos (Figure 1B) and fall into one of the seven AS classes (Figure 1C–D). Of these seven classes, AF (alternative first exon) is the most common type, constituting almost one-fourth of total AS (~24–26%), and AL (alternative last exon) is the least common type (~3%). The AS transcript distribution across classes was similar between the two time points and the two sexes (Figure 1B–D). Next, we asked which type of AS is most affected by depleting maternal CLAMP using our validated RNAi method. The overall distribution of transcripts into the seven AS classes remains mostly unaffected in the absence of maternal CLAMP. However, at the 0–2 hr (pre-MZT) stage, loss of maternal CLAMP results in a more substantial decrease in mutually exclusive exon (**MXE**) splicing in both males and females compared with all of the other types of splicing (**males**: p-value <3.21e-21; **females**: p-value <6.26e-87 Chi-squared test) (Figure 1D). At the 2–4 hr/post-MZT stage, only male embryos have a significant percentage of MXE splicing events mis-regulated in the absence of maternal CLAMP (p-value <1.95e-137 Chi-squared test) (Figure 1D). Therefore, the depletion of maternal CLAMP mis-regulates AS and has a stronger effect on MXE splicing than other types of splicing.

**Figure 1.**
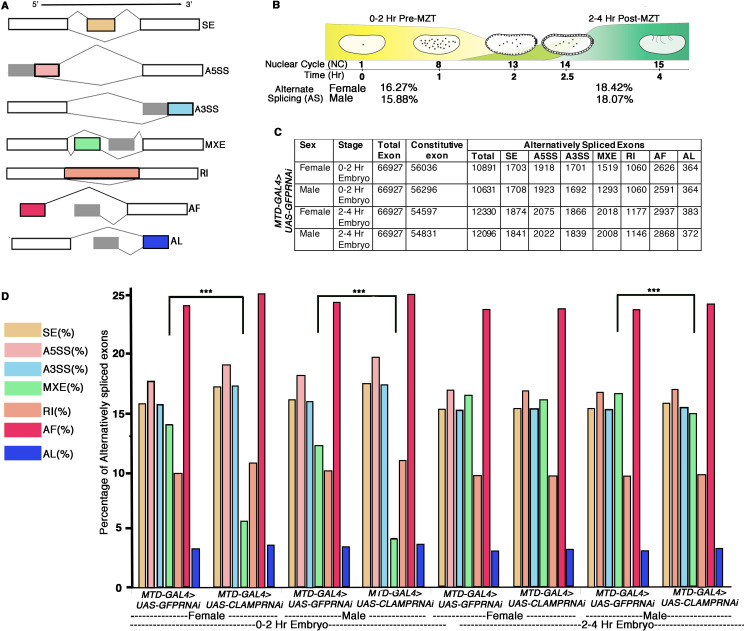
Alternative splicing (AS) during early *Drosophila melanogaster* embryonic development. (**A**) Schematic diagrams showing seven different types of AS. The constitutive exons are depicted as white rectangles, whereas the alternatively spliced exons are in shades of gray and different colors rectangles according to type of AS. (**B**) Percentage of genes with AS in male and female early *Drosophila* embryos at the 0–2 hr/pre-MZT (maternal to zygotic transition) and 2–4 hr/post-MZT stages. (**C**) Table showing the number of exons in each AS category in control sexed embryos at the 0–2 hr/pre-MZT and 2–4 hr/post-MZT stages. (**D**) Bar plot showing the distribution of different types of AS (colored according to **A**) at 0–2 hr/pre-MZT and 2–4 hr/ post-MZT for female and male embryos in the presence (*MTDGAL4>UAS-GFPRNAi*) and absence (*MTDGAL4>UAS-CLAMPRNAi*) of maternal CLAMP (chromatin-linked adapter for MSL proteins). A Chi-square test was performed to determine if there is a significant difference between the percentage of each type of AS including mutually exclusive exon (MXE) splicing (black bar) in the presence vs. absence of CLAMP in each class of sample: female and male 0–2 hr/pre-MZT and 2–4 hr/post-MZT embryos. Statistically significant differences (p<0.001 marked by ***) were found between categories connected by solid black lines. Figure 1—source data 1.Source data for Figure 1C.

**Figure 1—figure supplement 1.**
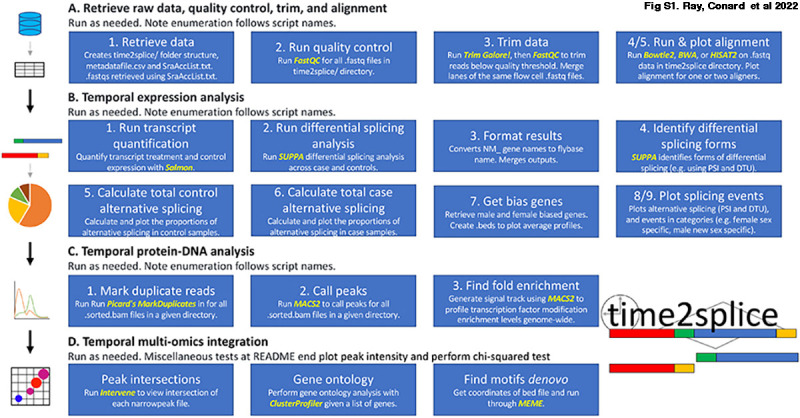
Schematic diagram describing each step-in sequential order performed by the time2Splice pipeline.

During MXE splicing, one isoform of the transcript retains one of the alternative exons and excludes another exon, which is retained by another isoform (schematic in Figure 1A). Interestingly, MXE AS occurs in many transcripts that encode components of the sex determination pathway (Brooks et al., 2015). Furthermore, CLAMP has a sex-specific role in dosage compensation (Urban et al., 2017a; Rieder et al., 2019). Therefore, we defined SSS events in the early embryo. We identified SSS events in 0–2 hr embryos (pre-MZT) (Figure 2—figure supplement 1A, N=92) and in 2–4 hr embryos (post-MZT) (Figure 2—figure supplement 1B, N=138) and categorized them as **known SSS** events. Overall, we determined that sex-specific AS occurs earlier in development than ever shown previously in any species.

### Depleting maternal CLAMP alters sex-specific AS in early *Drosophila* embryos

We hypothesized that the loss of CLAMP alters sex-specific AS in early embryos for the following reasons: (1) CLAMP is a maternally deposited pioneer transcription factor with sex-specific functions that is enriched at intronic regions in addition to promoters Kaye et al., 2018; Duan et al., 2021; (2) proteomic data identified a physical association between spliceosome components and CLAMP Urban et al., 2017c; and (3) CLAMP binding sites evolved from polypyrimidine tracts that regulate splicing (Quinn et al., 2016). We tested our hypothesis in early stage sexed embryos by measuring differences in AS from RNA-seq data generated from male and female 0–2 hr/pre-MZT and 2–4 hr/post-MZT embryos with and without maternal CLAMP (Rieder et al., 2017). The maternal triple driver GAL4 (*MTD-GAL4*) was used to drive *UAS-CLAMPRNAi[val22]* which strongly reduces maternal CLAMP levels as validated by qPCR and western blot conducted in parallel with mRNA-seq data collection (Rieder et al., 2017).

First, we asked whether CLAMP alters AS and we found 200–400 transcripts at which AS requires CLAMP, based on the time point and sex (Figure 2—figure supplement 1C–F and Figure 2A and B). To determine whether CLAMP-dependent AS events are enriched for SSS events, we first identified all of the CLAMP-dependent AS events in female (Figure 2—figure supplement 1C, D) and in male (Figure 2—figure supplement 1E, F) 0–2 hr and 2–4 hr embryos (Materials and methods). We measured AS using an exon-centric approach to quantify individual splice junctions by measuring PSI for a particular exon using the established SUPPA algorithm within the time2Splice pipeline (Trincado et al., 2018). Exon inclusion is represented as positive PSI, and exon exclusion events are defined as negative PSI (equation in Materials and methods). By comparing the CLAMP-dependent AS events in females and males, we identified CLAMP-dependent SSS events in female and male 0–2 hr and 2–4 hr embryos (Figure 2A and B and Supplementary file 1a-h).

**Figure 2.**
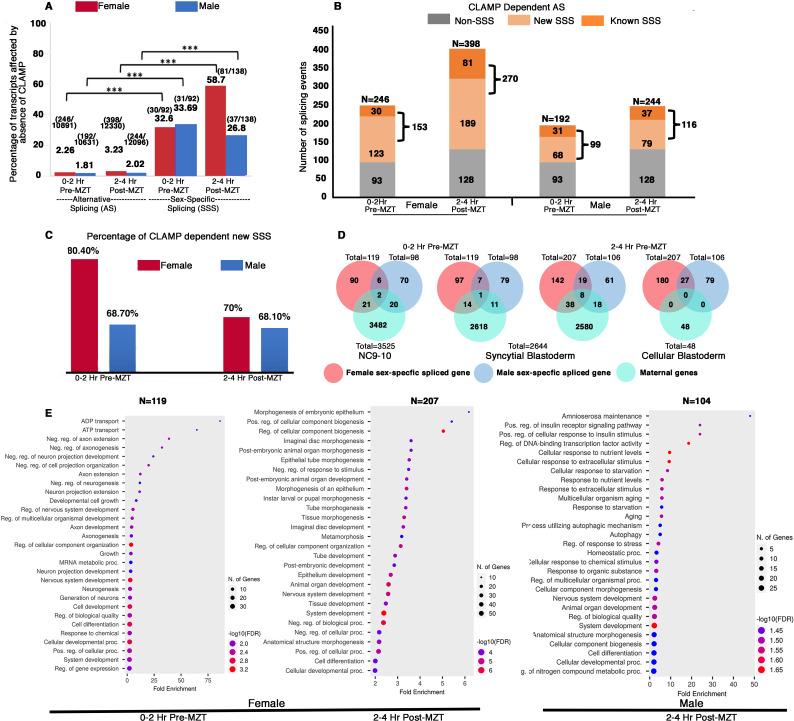
Maternal CLAMP (chromatin-linked adapter for MSL proteins) regulates sex-specific alternative splicing (AS) during early embryonic development. (**A**) Bar graph showing the percentage of transcripts (raw values noted at the top of each bar) compared with total AS events or sex-specific splicing (SSS) events within parentheses listed at the top of each bar: number of splicing events regulated by CLAMP/total number of splicing events. We quantified transcripts whose splicing is regulated by maternal CLAMP at the 0–2 hr/pre-MZT (maternal to zygotic transition) and 2–4 hr/post-MZT stages in females (red bars) and males (blue bars). A Fisher’s exact test was performed with significance shown at p<0.001. (**B**) Bar plot showing the total number of splicing events undergoing CLAMP-dependent AS (N) in females and males at 0–2 hr/pre-MZT and 2–4 hr/post-MZT embryonic stages. Alternatively, spliced genes are divided into non-sex-specific (gray) and sex-specific (orange shades) sub-categories. CLAMP-dependent female and male SSS genes are divided into known (sex-specific in control samples: darker orange) and new (sex-specific only after depleting CLAMP: lighter orange) sub-categories identified from 0 to 2 hr/pre-MZT and 2–4 hr post-MZT/embryos. (**C**). Percentage of new female (red) and male (blue) CLAMP-dependent SSS genes in 0–2 hr/pre-MZT and 2–4 hr/post-MZT embryos that were not identified as different between males and females in control samples. (**D**). Female (red) and male (blue) CLAMP-dependent SSS genes compared with maternal genes (green, NC9-10 stage, N=3525; syncytial blastoderm stage, N=2644; cellular blastoderm stage, N=48) at 0–2 hr/pre-MZT (female, N=119 and male, N=98) and 2–4 hr/ post-MZT stages (female, N=207 and male, N=106). (**E**). Gene Ontology (GO) results for genes showing CLAMP-dependent female SSS in embryos at the 0–2 hr/pre-MZT stage and for genes exhibiting CLAMP-dependent female and male SSS in embryos at the 2–4 hr/post-MZT stage, using ShinyGO v0.75c: Gene Ontology Enrichment Analysis with an FDR cutoff of 0.05. We compared the gene list with a background of all protein-coding genes in the *D. melanogaster* genome. The number of genes in each group (N) listed at the top of each dot plot. Number of genes involved in each GO category noted as the size of the circle and GO biological processes plotted according to degree of fold enrichment along the x-axis. The size of the circle increases as the number of genes in that category increases. The color of the circle represents significance (p-value, -log10FDR). GO categories for male embryos at the 0–2 hr/pre-MZT stage are not shown because the gene set is small and therefore no enriched GO categories were identified.

**Figure 2—figure supplement 1.**
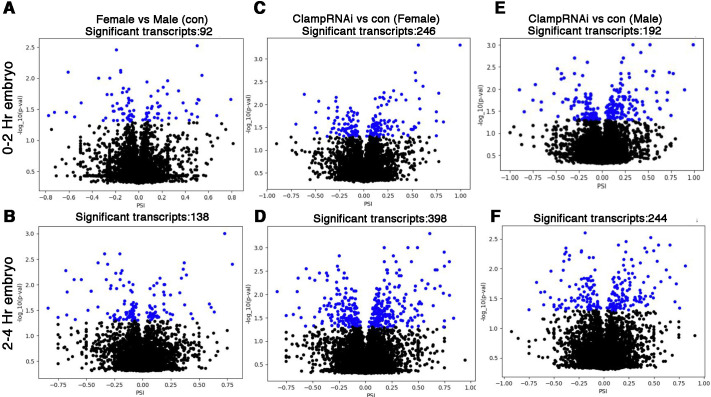
Sex-specific differences in alternative splicing in early *D. melanogaster* embryos. (**A–F**) Volcano plots showing log_10__pvalues for significant differences between percent spliced in (PSI) values for splicing events at early embryonic stages in female and male embryos 0–2 hr (**A, C, E**) and 2–4 hr (**B, D, F**). Significant changes are labeled as blue dots (p<0.05 and PSI minimum ±0.2). For example, PSI of +0.8 means 80% of the transcripts retained the exon, while negative PSI values mean reduced inclusion of the alternative exon.

**Figure 2—figure supplement 2.**
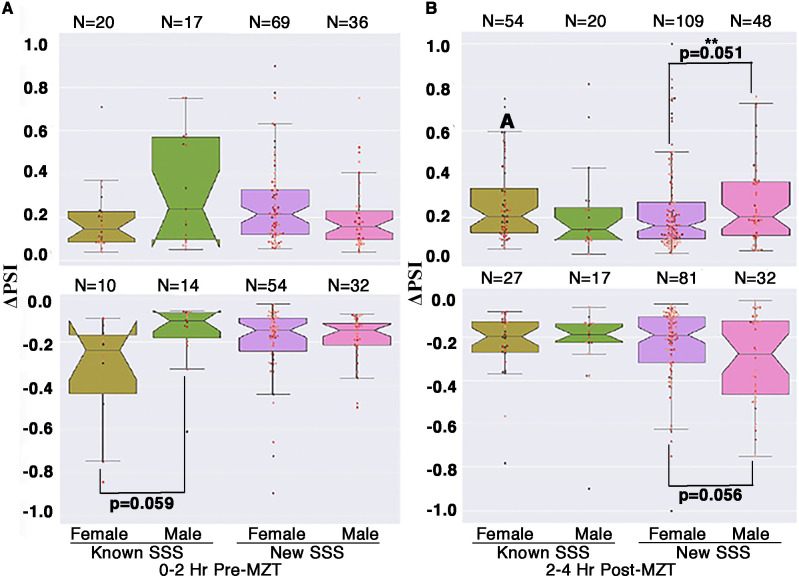
CLAMP (chromatin-linked adapter for MSL proteins) inhibits aberrant alternative splicing in post-MZT (maternal to zygotic transition) male embryos. Box plot showing ΔPSI values for **known** (different between females and males in control samples) and new (not different in males and females in control samples) CLAMP-dependent sex-specific spliced events at 0–2 hr/pre-MZT and 2–4 hr/post-MZT female and male embryos. N denotes the total number of splicing events in each category, and p-values for groups showing significant differences are noted at the bottom of the line connecting the compared groups.

**Figure 2—figure supplement 3.**
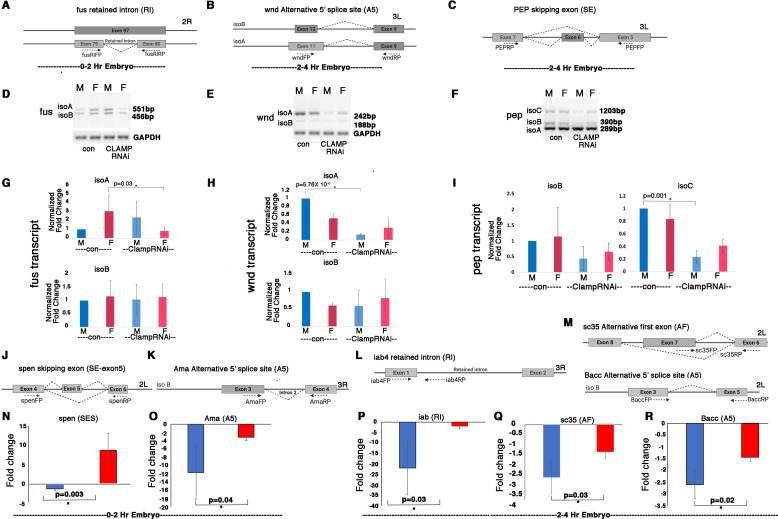
Validation of splicing differences at randomly chosen target genes where CLAMP (chromatin-linked adapter for MSL proteins) regulates sex-specific splicing by RT-PCR and qRT-PCR. (**A–C**) Schematic showing alternative splicing events resulting in different isoforms of the same gene which are regulated by CLAMP and the position of primers (dotted arrows) used to detect these isoforms in RT-PCR assays. (**D–F**) Inverted agarose electrophoretic gel images show the expression level of each isoform detected using primers in the RT-PCR assays noted in (**A–C**) in male (**M**) and female (**F**) early embryos under control *GFPRNAi* as well as *CLAMPRNAi* conditions. (**G–I**). Bar plots showing the change in levels of specific isoforms resulting from alternative splicing events in male (**blue**) and female (**red**) early embryos under control *GFPRNAi* (deeper shade of blue and red) and *CLAMPRNAi* (lighter shade of blue and red) conditions. The isoform transcript levels are normalized by the levels of ***gapdh*** housekeeping gene transcript. p-Values (paired Student’s t-test) for groups showing significant differences (*) are noted at the top of the line connecting the compared groups (**four replicates for each gene**). (**J–M**). Schematic showing alternative splicing events resulting in different isoforms of the same gene which are regulated by CLAMP and the position of primers (dotted arrows) used to detect these isoforms by qRT-PCR analysis. (**N–R**) Bar plot showing fold changes in transcript levels of the isoform detected using primers shown in (**J–M**) of respective genes by qRT-PCR (**three replicates**) in the *MTD-GAL4>CLAMPRNAi* genotype when compared to the control (*MTD-GAL4>GFPRNAi*) genotype, in 0–2 hr/pre-MZT and 2–4 hr/post-MZT sexed embryos. Fold changes for each transcript differ significantly between males (**blue**) and females (**red**) (p≤0.05, Student’s t-test). Figure 2—figure supplement 3—source data 1.Source data for Figure 2—figure supplement 3D, *fus* transcript levels. Figure 2—figure supplement 3—source data 2.Source data for Figure 2—figure supplement 3D, E, and F, for *gapdh* transcript level. Figure 2—figure supplement 3—source data 3.Source data for Figure 2—figure supplement 3E, *wnd* transcript levels. Figure 2—figure supplement 3—source data 4.Source data for Figure 2—figure supplement 3F, *pep* transcript levels.

When we measured the percentage of total alternatively spliced and SSS transcripts that require CLAMP in males and females at both pre- and post-MZT stages, we found that while only 2–3% of total AS exons are CLAMP-dependent, ~30–60% of SSS exons are CLAMP-dependent (Figure 2A). Therefore, the function of CLAMP in AS is highly enriched for SSS events. We then divided all CLAMP-dependent AS events into two categories: (1) SSS events and (2) non-SSS events (Figure 2B).

Next, we subdivided the CLAMP-dependent SSS events into the following subclasses: (1) **known** SSS events: female-specific and male-specific splicing events at 0–2 hr and 2–4 hr embryo stages that are CLAMP-dependent (p<0.05) (Figure 2A–B); (2) **new** SSS events: splicing events that occur only in the absence of CLAMP and not in control samples (Figure 2B). By calculating ΔPSI in these subclasses, we identified widespread CLAMP-dependent SSS, especially in female embryos (Figure 2B). Interestingly, the majority of CLAMP-dependent SSS events are **new** aberrant SSS events that did not occur in the presence of maternal CLAMP (~70%) (Figure 2C).

To define the magnitude of the effect of CLAMP on splicing, we compared the ΔPSI for known and new SSS events between female and male samples (Figure 2—figure supplement 2). We found that although more splicing events/transcripts show CLAMP-dependent splicing in females (~150–250) than males (~100) (Figure 2B and Supplementary file 1a-h), post-MZT, CLAMP-dependent exon inclusion was significantly enriched in male **new** SSS transcripts compared to their female-specific counterparts (Figure 2—figure supplement 2). Thus, in the absence of CLAMP, new aberrant SSS isoforms are generated.

During the first few hours of their development, *Drosophila* embryos have predominantly maternal transcripts. Therefore, we asked whether CLAMP-dependent female and male specifically spliced genes are maternally deposited or zygotically transcribed. We compared our list of CLAMP-dependent SSS genes with known maternally expressed genes that are consistent across multiple previous studies (Atallah and Lott, 2018; Kwasnieski et al., 2019). We found very low levels of overlap with maternally deposited transcripts (Figure 2D) even in the 0–2 hr embryo stage, consistent with ZGA starting at approximately 80 min after egg laying (Artieri and Fraser, 2014). Therefore, most of the SSS genes we observed are likely to be zygotic transcripts, consistent with the function of CLAMP as a maternally deposited factor acting in the early embryo (Duan, 2020).

To understand the classes of genes whose splicing requires CLAMP, we performed Gene Ontology (GO) analysis. Our analysis showed that pre-MZT (0–2 hr), female SSS genes (N=119) are primarily TFs and factors that regulate splicing (Figure 2E). Therefore, in females the loss of CLAMP alters the splicing of genes that can regulate the transcription and splicing of other genes. In contrast, the male specifically spliced pre-MZT genes (N=96) are not enriched for any specific biological function or process, likely due to the small number of genes in the gene list. At the post-MZT stage in both sexes (female: N=207; male: N=104), the loss of CLAMP mis-regulates splicing of genes that drive development including organogenesis, morphogenesis, cell proliferation, signaling, and neurogenesis (Figure 2E).

In order to validate our genomic splicing analysis from time2splice for individual target genes (Figure 2E), we randomly selected eight genes at which we determined that CLAMP regulates splicing and measured AS using qRT-PCR or RT-PCR (Figure 2—figure supplement 3). Our RT-PCR results indicate that we are able to validate the function of CLAMP in regulating splicing of genes which we identified genomically with time2splice (Figure 2—figure supplement 3). We summarized the functions of the validated target genes at which splicing is regulated by CLAMP (Supplementary file 2). *iab4,* one of the target genes that we validated, has known functional links to CLAMP because CLAMP regulates its chromatin accessibility suggesting that we have identified relevant target genes (Urban et al., 2017c; Duan et al., 2021; Gutierrez-Perez et al., 2019). Furthermore, many of the validated target genes are themselves involved in splicing and chromatin regulation including those with known isoforms that specifically regulate AS such as *fus*, *pep*, and *sc35* (Supplementary file 2). In summary, loss of maternal CLAMP causes aberrant SSS of the majority of SSS zygotic transcripts including many that encode regulators of AS.

### Loss of zygotic CLAMP alters sex-specific AS during *Drosophila* development

Next, we asked whether in addition to maternal CLAMP, zygotic CLAMP influences SSS. Therefore*,* we analyzed total RNA-seq data from wild type control and *clamp^2^* null mutant (Urban et al., 2017a) third instar larvae (L3) and identified CLAMP-dependent SSS events (Supplementary file 3a-c). 

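RNA of control (yw) and clamp null L3 of both sexes was sequenced in 12 libraries, 3 for each sex and genotype, numbered 1 to 3 in the controls and 4 to 6 in the clamp null larvae. The genotype and the sex of each library were taken from the sample titles, which fit the methods. A separate sex field of the labels gives a single sex to all libraries of a genotype and was not used. The authors quantified each library with Salmon, the input for SUPPA in time2splice, and deposited the abundance of each transcript as TPM. TPM of a library sum to 1000000 and keep no read count, so the depth behind each value is unknown. The values hold no filter on low TPM. Transcripts were assigned to genes and splicing events with the Ensembl release 115 annotation of BDGP6.54, whereas the authors used an earlier release of the same genome. The annotation held 29926 of the transcripts, in 13771 genes, and the 10 others summed to at most 58.0 TPM in a library. Between 8665 and 11321 genes reached 1 TPM, with medians of 9327 genes in control females, 8989 in clamp null females, 11245 in control males and 8968 in clamp null males. The correlation of log2(TPM + 1) between libraries of a group, which is across genes, lay between 0.869 and 0.967. The clamp gene (Clamp, FBgn0032979) lies on chromosome 2L from 22165720 to 22169143. Its TPM was 40.3 ± 4.44 (SD, n = 3) in control females and 18.6 ± 2.04 in clamp null females, a log2 fold change of -1.08 (standard error 0.20, adjusted p = 0.00276 from limma). In males it was 53.7 ± 8.95 (SD, n = 3) and 22.0 ± 0.696, a log2 fold change of -1.24 (standard error 0.20, adjusted p = 0.000332 from limma). The sex of the clamp null libraries was examined with 627 genes that had at least 5 TPM in every control male library and under 0.5 TPM in every control female library. Of these genes, 25, 20 and 499 reached 1 TPM in the libraries labelled clamp null male 4, 5 and 6, and 15, 28 and 14 did so in the libraries labelled clamp null female 4, 5 and 6. PSI of an event is the share of the TPM of the transcripts spanning the event that comes from the transcripts with the included form. ΔPSI is the mean PSI of the clamp null libraries minus that of the controls of the same sex. As in SUPPA, each ΔPSI was set against the differences between replicates of the events closest in TPM, and p-values were adjusted by the Benjamini-Hochberg method within each gene. An event was called at an adjusted p-value under 0.05, the paper's threshold, without a minimum TPM. The comparison of clamp null with control L3 covered 8944 events in females and 9100 in males, those with a PSI in all 6 libraries.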

Similar to embryos, CLAMP-dependent AS events in male and female L3 larvae were largely sex-specific: **females** 139/189 (73.5%); **males** 161/211 (76.3%) (Supplementary file 3a, Columns H–J).

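In females, 171 of the 8944 events tested differed between clamp null and control L3, with a higher PSI in clamp null larvae at 77 events and a lower PSI at 94. These events lie in 148 genes. In males, 184 of 9100 events differed, 93 with a higher and 91 with a lower PSI, in 164 genes. The median absolute ΔPSI of the called events was 0.462 in females and 0.561 in males. PSI values of the control and clamp null libraries did not overlap at 117 of the female events (68.4%) and 131 of the male events (71.2%). A call favours events without overlap, and in the other splits of the same 6 libraries these shares were 35.6 to 50.0% and 27.5 to 55.6%. Of all events tested, 11.9% in females and 14.8% in males did not overlap, where chance gives at most 10%. The other splits gave 4.1 to 6.2% and 4.5 to 6.2% of all events tested. Genes of late L3 were much lower in clamp null larvae. A difference in stage was thus not separated from an effect of CLAMP in the calls. Events called in both sexes numbered 57, and 53 of them had a ΔPSI of the same sign. The share of events called in females and not in males was 114 of 171 (66.7%, 95% Wilson interval 59.3 to 73.3%). In males the share was 127 of 184 (69.0%, 95% Wilson interval 62.0 to 75.3%). These intervals cover the number of events only and not the spread between libraries. Of the 114 female and 127 male events, 21 and 41 were also among the 161 events, of 9679 tested, that differed between control females and control males, and 93 and 86 were not. The number of events depended strongly on the correction for multiple tests and on the test used. With the Benjamini-Hochberg method over all events in place of each gene, 13 events were called in females and 18 in males. Without a correction within genes the numbers were 429 and 478, and with limma on PSI 412 and 627. Without the library labelled clamp null male 6, 327 events were called in males, and without library 4 of the same group 287 events. Every omission of 1 library raised the counts, to between 214 and 327 in males and 211 and 247 in females. The shares moved most with the definition of a shared event. When an event was counted as shared if the other sex had a ΔPSI of the same sign and a p-value under 0.2, the sex-specific share was 41.5% in females and 44.6% in males. Of the 189 female and 211 male events listed by the paper in Supplementary file 3a, 185 and 207 were among the events tested, and ΔPSI lay within 0.01 of the paper's value for 185 and 206 of them. The paper states that CLAMP-dependent AS events in L3 were largely sex-specific.

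**Figure D1:**
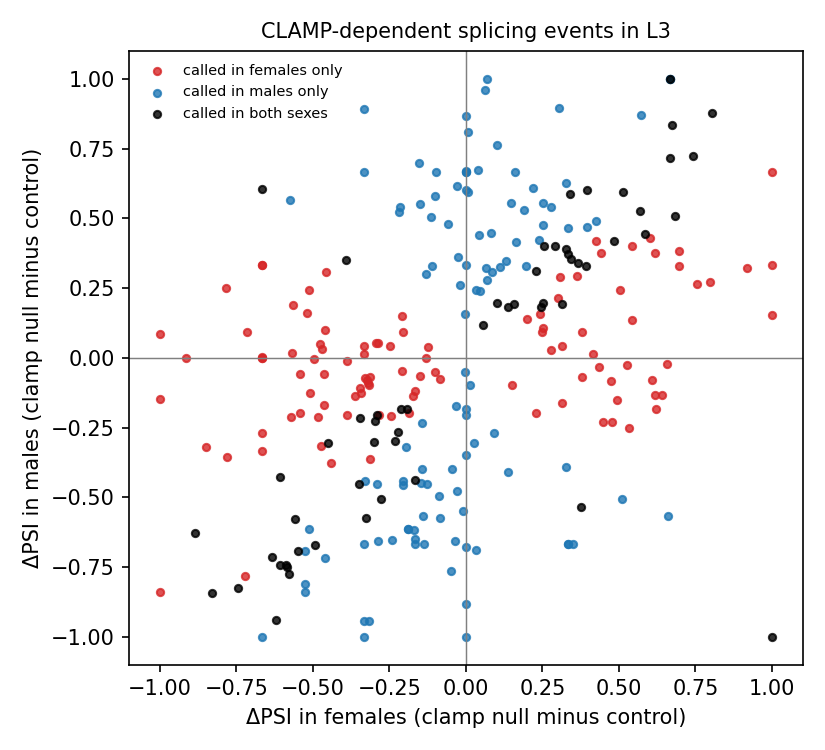
ΔPSI of CLAMP-dependent splicing events in L3, clamp null minus control, in females (horizontal axis) and males (vertical axis), from 3 libraries per sex and genotype. Each point is 1 event with a PSI in both sexes. The 105 events called in females only are red, the 110 called in males only are blue and the 57 called in both sexes are black, 53 of which share their sign.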

Zygotic CLAMP is also present in male and female cell lines derived from embryos. Furthermore, S2 and Kc cells are embryonically derived established models for male and female cells, respectively, that differ in their sex-chromosome complement (Cherbas and Gong, 2014; Cherbas et al., 1994) and have been studied for decades in the context of dosage compensation (Alekseyenko et al., 2008; Straub et al., 2013; Hamada et al., 2005). Therefore, we also defined CLAMP-dependent splicing events by performing *clamp* RNAi in Kc and S2 cells. We first quantified all splicing events that differ between control populations of Kc and S2 cells using time2splice (Supplementary file 4a, Figure 3A). Then, we identified CLAMP-dependent splicing events in cell lines (Supplementary file 4b-d). Because Kc and S2 cell lines are very similar except for their sex, we infer that these events are sex-specific, although it is possible that some of these events are sex-independent: (1) 45/46 CLAMP-dependent splicing events are female sex-specific in Kc cells; (2) 112/113 CLAMP-dependent splicing events are male sex-specific in S2 cells (Supplementary file 4b, Columns F–H).

**Figure 3.**
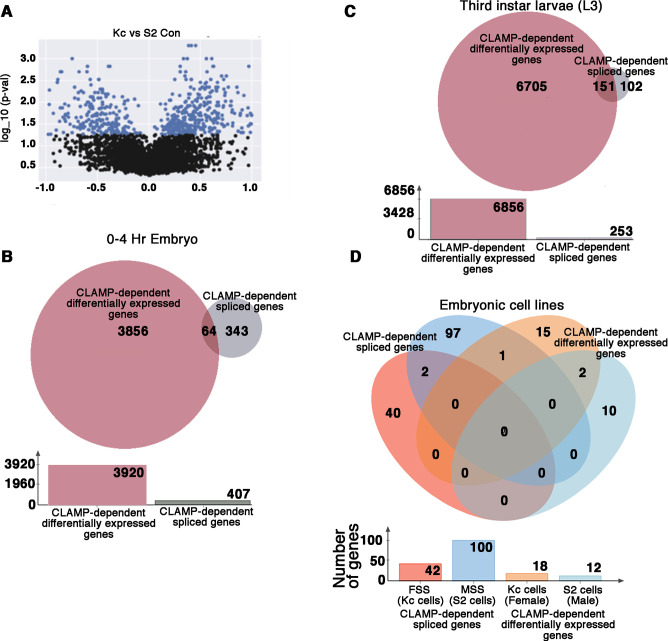
CLAMP (chromatin linked adapter for MSL proteins) has context-specific dual role in splicing and transcription at specific genomic loci. (**A**) Volcano plot showing log_10__p-values for significant differences between percent spliced in (PSI) values for splicing events in female (Kc) and male (S2) *Drosophila* embryonic cell lines. Significantly changed splicing events (N=615) are labeled as blue dots (p<0.05 and PSI minimum ±0.2). (**B–C**) Venn diagram showing overlap between CLAMP-dependent spliced genes with CLAMP-dependent differentially expressed genes in third instar larvae (**A**) and 0–4 hr embryo (**B**). The total number of genes in each category is shown in the bar plot below the Venn diagram. (**D**). Venn diagram showing overlaps between dependent spliced genes in Kc (female) cells (pink circle) and S2 (male) cells (deep blue circle) with CLAMP-dependent differentially expressed genes in Kc (orange circle) and S2 cell lines (light blue circle). Bar plot shows the total number of genes in each category.

Overall, there are fewer splicing events altered in the absence of CLAMP in cell lines compared with embryos consistent with cell lines remaining alive in the absence of CLAMP (Soruco et al., 2013) while embryos depleted for maternal CLAMP do not survive past ZGA and L3 *clamp* null larvae do not undergo pupation (Duan et al., 2021). In summary, there is zygotic CLAMP-dependent SSS in larvae and embryonically derived cell lines.

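For L3, the difference between the sexes in the effect of the clamp null genotype was also tested directly, as an interaction of sex and genotype on PSI with limma over all 12 libraries. Of 7531 events with a PSI in every library, 12 had an adjusted p-value under 0.05, and 464 had an unadjusted p-value under 0.05. Without the library labelled clamp null male 6, the number of such events rose from 12 to 46. It also rose without control male 1, 2 or 3, to 37, 36 and 31, and lay between 10 and 46 over all omissions of 1 library. Among the events called in females only, 105 were tested in males, and 1 of them was among the 12. Among the events called in males only, 110 were tested in females, and 4 were among the 12. An unadjusted interaction p-value under 0.05 was found for 22 of the 105 and 36 of the 110 events, sets whose selection by a call in one sex only favours such a difference. ΔPSI had the same sign in the other sex for 63 of the 105 events (60.0%, two-sided exact binomial test, p = 0.0504) and for 70 of the 110 events (63.6%, p = 0.00545 from the same test). Events with a ΔPSI of 0 in the other sex, such as those in CG8086 and Ttc7 in females, stayed in the denominators. The shares may thus understate how often the signs agreed. Counted once per gene, the shares were 54 of 93 genes (58.1%, exact p = 0.146) and 64 of 102 genes (62.7%, exact p = 0.0129). The median ΔPSI in the other sex, in the direction of the call, was 0.0671 for the female events and 0.0677 for the male events. Among called events with at least 3 TPM and no overlap of PSI between the genotypes, those with the largest ΔPSI in females were in Dcr-2, CG32694 and CG9485. The Dcr-2 event (FBgn0034246) is an alternative 5′ splice site on chromosome 2R that joins position 17578495 to 17578554 or 17578557, 3 nucleotides apart. Its PSI was 0 in each control female library and 1 in each clamp null female library, and 1 in each control male library and 0 in each clamp null male library. The transcripts with this event summed to a mean of 4.82 TPM in control females and 5.17 TPM in clamp null females. The CG32694 event (FBgn0052694) is an alternative 3′ splice site on the X chromosome with the positions 10005154 and 10005169. PSI rose from 0 in each control female to 1 in each clamp null female, and ΔPSI was 0.333 in males. The transcripts with this event summed to under 1 TPM in each control female library. The CG9485 event (FBgn0034618) is an alternative first exon on chromosome 2R between 21312674 and 21314424. PSI was 0 in each control female and 0.918 ± 0.0490 (SD, n = 3) in clamp null females, with an adjusted p-value of 0.0275 within the gene by the empirical test. This call was lost without the library control female 1. By the same rule, 8 events in males shared an absolute ΔPSI of 1, among them the Dcr-2 event. The 3 taken, in the order of their identifiers, were in ImpL1, PlexA and Cep164, and the others were in CG17258, CG8708, Cpr97Ea and SP1029. The ImpL1 event (FBgn0001256) is an alternative 3′ splice site on chromosome 3L at 13382911 or 13382914. The PlexA event (FBgn0025741) is a skipped exon on chromosome 4 from 1022242 to 1023680. Both had a PSI of 0 in each control male and 1 in each clamp null male. The Cep164 event (FBgn0030716) is a retained intron on the X chromosome between 15982689 and 15982762, with a PSI of 1 in each control male and 0 in each clamp null male. ΔPSI of the same event was -0.667 in females. The absence of overlap in these 6 events follows from the rule by which they were chosen.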

### Loss of CLAMP mis-regulates splicing and transcription at largely different sets of target genes in embryos and partially overlapping sets of targets genes in larvae

Because CLAMP regulates transcription in addition to splicing, we compared transcription and splicing target genes to each other and found that 84.3% (343/407) of genes which require CLAMP for their SSS in early embryos are not regulated by CLAMP at the transcription level as determined by comparing our differentially spliced genes with our published differential gene expression analysis (Rieder et al., 2017; Figure 3B). 

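Gene expression in L3 was tested on log2(TPM + 1), with the TPM of a gene summed over its transcripts, by limma over all 12 libraries. The tests covered 11145 genes with a mean of at least 1 TPM. In females, 2834 genes differed between clamp null and control L3 at an adjusted p-value under 0.05, 1092 higher and 1742 lower in clamp null larvae. In males, 6366 genes differed, 1263 higher and 5103 lower. Control males were higher than control females at 2587 genes and lower at 174. Of the 627 genes on in control males only, 25 and 20 reached 1 TPM in the libraries labelled clamp null male 4 and 5. In library 6, 499 did so. Missing testis RNA or a swapped sex label may thus account for part of the lower genes in males. Differences in both sexes were found for 2269 genes, and 2241 of them had the same sign. The union of both sexes was 6931 genes, 62.2% of those tested. The paper's lists in Supplementary file 5 hold 3816 genes for females and 5731 for males, of which 1999 each could be read here, so no overlap with them was computed. The direction of the calls depended on the scaling. The median log2 fold change of all genes tested was -0.20 in females and -0.75 in males. After the TPM were divided by a median-of-ratios factor per library, these medians were -0.02 and -0.24, and the calls were 1498 higher and 1241 lower genes in females and 2027 higher and 3232 lower in males. The number of genes fell most in females without the library control female 2, to 1719 genes. Among the genes with the largest falls were the salivary gland secretion genes Sgs8 and Sgs7 and the fat body gene Fbp1, each on chromosome 3L. These belong to a list of 11 genes of late L3, all of which were lower in clamp null larvae of both sexes. The Sgs genes took 8.07 to 15.5% of TPM in control females and at most 0.363% in a clamp null library. An earlier stage of the clamp null larvae may account for this and was not separated from an effect of CLAMP. Sgs8 (FBgn0003378) had 15097 ± 3895 TPM (SD, n = 3) in control females and 0, 0 and 143 TPM in the clamp null female libraries 4, 5 and 6. In males it had 16651 ± 1970 TPM in controls and 39.2, 0 and 0 TPM in the clamp null libraries 4, 5 and 6. Sgs7 (FBgn0003377), a close paralog of Sgs8, had a log2 fold change of -10.50 in females (standard error 1.69, adjusted p = 0.00112 from limma) and -10.76 in males (standard error 1.69, adjusted p = 0.000255 from limma). Fbp1 (FBgn0000639) had a log2 fold change of -10.06 in females (standard error 1.03, adjusted p = 7.12e-05 from limma). In males its log2 fold change was -9.19. CG7606 (FBgn0040565, chromosome 3R) was among the genes with the largest falls in males. It had between 952 and 1538 TPM in the control male libraries and was listed at 0 in each clamp null male library. CG7606 fell in females too, from 2561, 1467 and 721 TPM in the control libraries to 0, 0 and 261 TPM in the clamp null libraries. Among the genes with the largest rises were CG14419 (FBgn0029639, X chromosome), CG3588 (FBgn0025643, X chromosome) and CG13230 (FBgn0040764, chromosome 2R) in females. CG14419 and CG3588 were listed at 0 in all 6 control libraries, with 691 to 1784 TPM and 189 to 632 TPM in the clamp null libraries. CG13230 had 0, 0 and 45.5 TPM in the control female libraries and 3260, 1185 and 1010 TPM in the clamp null female libraries. In males it had 0, 4.26 and 3.33 TPM in the control libraries and 1781, 2358 and 489 TPM in the clamp null libraries. PGRP-SC1a (FBgn0043576) and Cpr47Eg (FBgn0086519), both on chromosome 2R, rose in males together with CG14419. Both were listed at 0 in each control male library, with 760 to 1939 TPM and 243 to 6894 TPM in the clamp null male libraries. Both rose in females too. PGRP-SC1a had 0, 5.36 and 6.14 TPM in the control female libraries and 1327, 645 and 1164 TPM in the clamp null female libraries. Cpr47Eg had 0, 7.48 and 14.6 TPM in the control female libraries and 1742, 1514 and 817 TPM in the clamp null female libraries. These genes were chosen among those whose values did not overlap between the groups.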

We also compared CLAMP-dependent differentially expressed genes (Supplementary file 5a-b) in third instar larvae with our list of CLAMP-dependent SSS genes (Supplementary file 3b-c). 

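Genes with a CLAMP-dependent event called in one sex only numbered 216, and 210 of them had a mean of at least 1 TPM. Of these, 141 (67.1%, 95% Wilson interval 60.5 to 73.1%) were also differentially expressed in clamp null L3 of either sex. The other genes with a tested splicing event and at least 1 TPM numbered 3134, and 1720 of them (54.9%) were differentially expressed. The odds ratio was 1.68 (two-sided Fisher's exact test, p = 0.00055). With the spliced genes listed by the paper in Supplementary files 3b and 3c in place of the events called here, the share was 152 of 241 genes (63.1%, p = 0.0183 from the same test). The share moved most when an absolute log2 fold change of at least 1 was required as well, to 119 of 210 genes (56.7%), against 42.8% of the other genes.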

In third instar larvae, 60% (151/253) of CLAMP-dependent SSS genes are also regulated at the level of transcription in contrast to 15.7% (64/407) of SSS genes in embryos (Figure 3B and C). Therefore, the genes that are regulated by CLAMP at the level of transcription and splicing are largely different in embryos and more similar in larvae.

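The spliced genes of the L3 comparison were also set against genes of similar expression. Of 10000 random lists of 210 genes, drawn from the genes with a tested event and matched on mean TPM in 20 bins, 45 had a share of differentially expressed genes as high as 67.1% (0.009 of the lists when counted on both sides). The median share of the matched lists was 58.1%, and 95% of them lay between 51.9 and 64.3%. From the share in L3 and the lower share in embryos, the paper concludes that the genes regulated by CLAMP at the level of transcription and splicing are more similar in larvae. The embryo samples were not analysed here.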

Furthermore, in embryonic cell lines (Kc [female] and S2 [male] cells) almost all CLAMP-dependent spliced genes were regulated by CLAMP at the level of splicing and not transcription and many more genes are regulated at the level of splicing than transcription (Figure 3D). While 100 genes (112 splicing events) show CLAMP requirement for splicing in S2 cells, only 12 genes exhibit CLAMP-dependent differential gene expression. Similarly, in Kc cells, 42 genes (45 splicing events) show CLAMP requirement for splicing and only 18 genes show CLAMP-dependent expression (Figure 3D). Thus, the relative influence of the loss of CLAMP on splicing compared with transcription at target genes differs across different cellular contexts.

### CLAMP is highly enriched along gene bodies of genes at which SSS is mis-regulated by CLAMP depletion unlike genes at which transcription is mis-regulated

How does the loss of CLAMP alter SSS? We hypothesized that CLAMP would directly bind to DNA near the intron-exon boundaries of the genes where the loss of CLAMP alters splicing in contrast to genes where it regulates transcription. Therefore, we compared and contrasted the binding pattern of CLAMP at the CLAMP-dependent SSS genes and CLAMP-dependent transcriptionally regulated sex-biased genes in sexed embryos using CLAMP ChIP-seq data (#GSE133637). We found that the following percentages of all CLAMP-dependent SSS genes are bound by CLAMP across sexes and time points: 24.4% (29/119) in 0–2 hr female embryos, 8.3% (8/96) in 0–2 hr male embryos, 70.5% (146/207) in 2–4 hr female embryos, and 63.5% (66/104) in 2–4 hr male embryos (Supplementary file 6a-b). The increase in the percentage of genes bound by CLAMP in 2–4 hr embryos compared with 0–2 hr embryos is consistent with the known increased number and occupancy level of CLAMP binding sites at the later time point (Duan et al., 2021).

Next, we generated average profiles for CLAMP occupancy at CLAMP-dependent SSS genes in females (**red lines**) and in males (**blue lines**) at 0–2 hr (pre-MZT) (Figure 4A and C) and 2–4 hr (post-MZT) (Figure 4B and D) in females (Figure 4A and B) and males (Figure 4C and D). We found that CLAMP occupies the gene bodies of many SSS genes that require CLAMP for their splicing.

**Figure 4.**
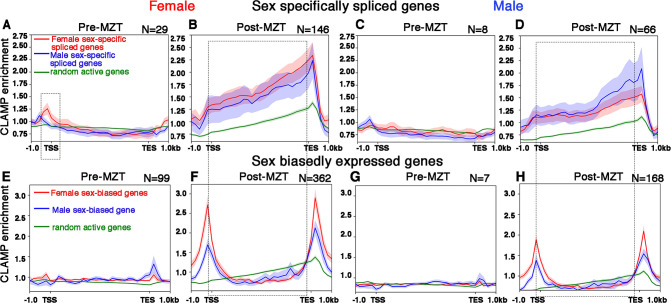
CLAMP (chromatin-linked adapter for MSL proteins) binds along the gene body of female and male sex-specifically spliced genes at the post-MZT (maternal to zygotic transition) embryonic stage. (**A–D**) Average profiles for CLAMP binding at pre-MZT and post-MZT embryonic stages in females (**A, C**) and males (**B, D**) for genes **spliced** female-specifically (red line) and male-specifically (blue line) during the pre-MZT (**A, B**) and post-MZT (**C, D**) stages. (**E–H**) Average profiles for CLAMP binding to genes **expressed** in a sex-biased manner in females (red line) and males (blue line) during pre-MZT (**E, F**) and post-MZT (**G, H**) stage. Green lines in (**A–H**) represent CLAMP binding at a random set of active genes used as a control (see Materials and methods for details). Stippled regions in (**A, C**) (female, 0–2 hr pre-MZT) denote chromatin around the transcription start site (TSS) with more CLAMP binding in female sex-specifically spliced genes vs. male sex-specifically spliced genes. The dotted boxes in (**A–H**) highlight the gene body regions in CLAMP-dependent sex-specifically spliced genes and genes with CLAMP-dependent sex-biased expression. Number of genes in each group denoted as N.

**Figure 4—figure supplement 1.**
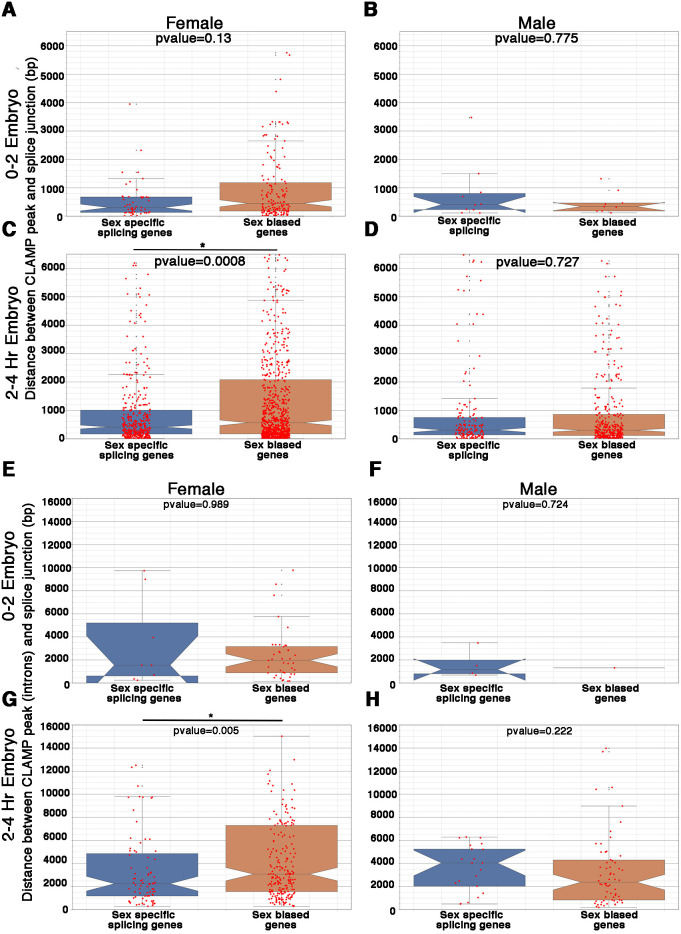
CLAMP (chromatin-linked adapter for MSL proteins) binds to chromatin near splice junctions. (**A–D**) Notched box plots representing distance between **CLAMP peaks** in sex-specifically spliced and sex-biased genes with the nearest splice junction in female (**A, C**) and male (**B, D**) 0–2 hr (**A, B**) and 2–4 hr (**C, D**) embryos. p-Values (Mann-Whitney test) for each group are noted at the top and those with significant differences and the compared groups are connected with a solid black line with an asterisk at the top *. t-Tests and KS-tests were also performed and showed the same results. (**E–H**) Notched box plots representing distance between **CLAMP peaks in introns** of the sex-specifically spliced and sex-biased genes and the nearest splice junction in female (**E, G**) and male (**F, H**) 0–2 hr (**E, F**) and 2–4 hr (**G, H**) embryos. p-Values (Mann-Whitney test) for each group are noted at the top for those with significant differences and the compared groups are connected with a solid black line with an asterisk at the top *. t-Test and KS-test were also performed and showed the same results.

Then, we compared the average CLAMP binding pattern at SSS genes (Figure 4A–D) to the CLAMP binding pattern at genes whose transcription but not splicing is both sex-biased and dependent on CLAMP (Figure 4E–H). In contrast to SSS genes where CLAMP occupies gene bodies, at genes that are expressed but not spliced in a CLAMP-dependent and sex-biased manner, CLAMP is enriched at the transcription start site (TSS) and transcription end site (TES) (area within the rectangular box is bounded by the TSS and TES in Figure 4B, F, D, and H). Furthermore, CLAMP binding is also modestly enriched at the TSS of female-biased expressed genes in females, consistent with enhanced CLAMP occupancy at the TSS of expressed genes (Soruco et al., 2013). As a control, we used a random set of active genes that are not regulated by CLAMP (**green lines** in Figure 4A–H) and we observed lower occupancy than at CLAMP-dependent genes. Overall, we found preferential binding of CLAMP along the gene bodies of genes that have CLAMP-dependent splicing in both females and males in contrast to TSS and TES binding at genes where transcription but not splicing requires CLAMP.

To determine whether the binding of CLAMP to gene bodies occurs close to splice junctions, we measured the distance between CLAMP peaks and the nearest splice junction (Figure 4—figure supplement 1). We found that CLAMP peaks are most frequently within 200–400 bp of either the start or the end of a splice junction, especially in SSS genes. The resolution of these measurements is limited by sonication and therefore it is possible that binding occurs even closer to splice junctions. We also found that CLAMP binds to chromatin closer to splice junctions at CLAMP-dependent SSS genes compared to genes with CLAMP-dependent sex-biased transcription in 2–4 hr female embryo samples which have the most target genes and CLAMP binding events which improves statistical robustness. The results were similar for all CLAMP peaks at SSS genes (Figure 4—figure supplement 1C) compared to peaks only present in introns (Figure 4—figure supplement 1G). Therefore, the binding pattern of CLAMP at splicing target genes is consistent with the loss of CLAMP altering SSS and is different from the binding pattern at genes where CLAMP regulates transcription.

### The loss of CLAMP alters splicing of sex determination pathway component genes

Next, we asked whether the loss of CLAMP regulates known key regulators of SSS. In *Drosophila*, sex-specific AS is regulated by the sex determination pathway. Sex-lethal (Sxl) is the master regulator of sex determination (Salz and Erickson, 2010) which drives subsequent SSS in females (Bell et al., 1991) of downstream effector genes giving rise to female-specific effector proteins that regulate female-specific splicing. Functional Sxl protein is only produced in females (Salz and Erickson, 2010; Moschall et al., 2019) because exon 3 in the *sxl* transcript contains a premature stop codon which is spliced out in females but retained in males (Haussmann et al., 2016). The absence of functional Sxl protein in males results in formation of male-specific effector proteins that regulate male-specific splicing. Therefore, we asked whether the loss of CLAMP affects AS of the *sxl* transcript.

To test whether CLAMP regulates *sxl* AS, we designed an RT-PCR assay to distinguish between the female-specific (excluding exon 3) and male-specific (including exon 3) versions of the *sxl* transcript (Figure 5A). To determine whether maternal CLAMP regulates splicing of the *sxl* transcript, we performed RT-PCR analysis of *sxl* splicing. In contrast to the much later larval stage (Figure 5B), in embryos, the male and female isoforms of Sxl have not become fully specified, consistent with the known autoregulation of *sxl* that occurs in embryos (Salz and Erickson, 2010; Moschall et al., 2019; Urdaneta et al., 2019; Horabin and Schedl, 1996). Despite the lack of complete specification of male and female *sxl* transcripts, our data show that loss of maternal CLAMP alters the SSS of *sxl* transcripts in 0–2 and 2–4 hr embryos because the male-specific transcript is not expressed in maternal CLAMP-depleted male embryos but is expressed in CLAMP-depleted female embryos (Figure 5A).

**Figure 5.**
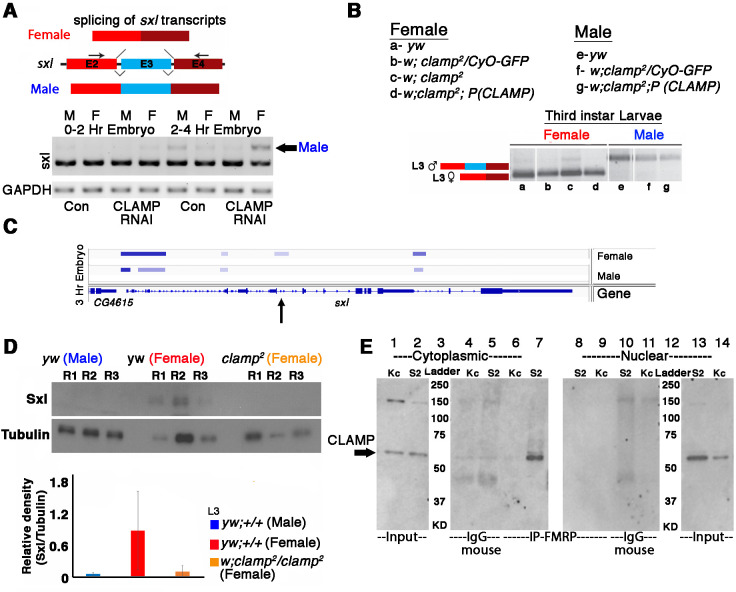
Alternative splicing of *sxl* transcript and Sxl protein levels is modulated by CLAMP (chromatin-linked adapter for MSL proteins) in females. (**A**) RT-PCR electrophoresis gel images (inverted colors) showing splicing of *sxl* transcripts in 0–2 and 2–4 hr sexed embryos in the presence and absence of maternal CLAMP with a representative schematic of the splicing event at the top of the gel image. The arrow indicates the male-specific *sxl* transcript (**number of replicates = 2**). (**B**) Electrophoresis gel image (inverted colors) showing splicing of *sxl* transcripts in third instar larvae of females and males of genotypes listed in the key (a–g) with a representative schematic at the top of the gel image. (**C**) IGV browser image showing CLAMP ChIP-seq peaks (rectangular boxes in light blue) at the genomic locus for the *sxl* gene in male and female 3 hr embryos. For each sample, the narrow peak file is shown which is generated after peak calling. Arrow in C indicates region of *sxl* gene where CLAMP differentially bind in females and not in males. (**D**) Western blot showing the level of Sxl protein in genotypes (three replicates for each) mentioned below each lane. Tubulin levels were used as a protein loading control. Below the blot is the relative quantification of Sxl protein levels compared with Tubulin and each genotype is represented by separately colored bars. (**E**) Western blot for CLAMP in cytoplasmic and nuclear protein fractions from Kc (female) and S2 (male) cells after IP (immunoprecipitation) using mouse anti-FMRP. IgG-mouse was used as negative control (lanes 4, 5 and lanes 11 and 12). Figure 5—source data 1.Source data for Figure 5A, *sxl* and *gapdh* transcript levels. Figure 5—source data 2.Source data for Figure 5B, *sxl* transcript level. Figure 5—source data 3.Source data for Figure 5D, Sxl protein level. Figure 5—source data 4.Source data for Figure 5D, Tubulin protein level. Figure 5—source data 5.Source data for Figure 5E, western blot for detecting CLAMP (chromatin-linked adapter for MSL proteins) in IP-FMRP samples in cytoplasmic cellular fractions (lanes 1–7). Figure 5—source data 6.Source data for Figure 5E, western blot for detecting CLAMP (chromatin-linked adapter for MSL proteins) in IP-FMRP samples in cytoplasmic cellular fractions (lanes 8–14).

Next, we assayed the function of zygotic CLAMP in *sxl* splicing in three previously described fly lines: (1) our recessive *clamp* null mutant *clamp^2^* line (Urban et al., 2017a); (2) the heterozygous mutant *clamp^2^ /CyO-GFP* line; (3) our rescue line which is homozygous for the *clamp^2^* allele and contains a rescue construct which is an insertion of wild type *CLAMP* gene at an ectopic genomic location. We measured CLAMP-dependent changes in AS of *sxl* and found that in homozygous *clamp^2^* female animals, there is a small but detectable amount of the longer male-specific *sxl* transcript (Figure 5B, lane c). This mis-regulation of *sxl* splicing is rescued by our *CLAMP*-containing rescue construct (Figure 5B, lane d). Furthermore, our L3 RNA-seq data demonstrate that CLAMP affects *sxl* splicing in females (Supplementary file 3b) and not *sxl* transcription (Supplementary file 5b). 

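Sxl (FBgn0264270) lies on the X chromosome from 7074550 to 7098053 on the reverse strand. The event listed for it in Supplementary file 3b is an alternative 3′ splice site, which joins position 7091674 to 7088767 or 7088749, 18 nucleotides apart, at the border of the male-specific exon. Its PSI was 0.854 ± 0.254 (SD, n = 3) in control females and 0.218 ± 0.377 in clamp null females. The values were 0.560, 1 and 1 in the control female libraries and 0.653, 0 and 0 in the clamp null female libraries. ΔPSI was -0.636, with a p-value of 0.0400 by the empirical test before and 0.142 after adjustment over the 7 Sxl events tested, so the event was called without and not with the correction within the gene. The paper's p-value for this event is 0.0375. An exact two-sided permutation test of the 6 PSI values gave p = 0.2, where the smallest possible is 0.1. ΔPSI lay between -0.854 and -0.527 with each library left out in turn. The transcripts spanning this event summed to a mean of 8.67 TPM in control females and 5.15 TPM in clamp null females. In males, PSI of the same event was 0.762 ± 0.127 (SD, n = 3) in controls, and 0.621 and 0.768 in the clamp null libraries 4 and 5, with no TPM on the event in library 6. Skipping of the exon was tested as 2 further events, 1 for each of these splice sites. With the site at 7088749, PSI was 0.207, 0 and 0 in the control female libraries and 1, 0.272 and 0.532 in the clamp null female libraries. ΔPSI of this event was 0.533, with a p-value of 0.0440 by the empirical test before and 0.142 after adjustment. With the site at 7088767, ΔPSI in females was -0.0777 (p-values of 0.250 and 0.291 by the empirical test, before and after adjustment). In males ΔPSI was -0.286 for the event with the site at 7088749 and -0.376 for the other (adjusted p-values of 0.245 and 0.196 by the empirical test). Transcripts with the male-specific exon made up 44.0 ± 24.4% (SD, n = 3) of the Sxl TPM in control females and 41.2 ± 22.9% in clamp null females (exact permutation test, p = 0.8). The exon thus received a large share of the Sxl TPM in control females too, and in control males it received 32.4 ± 3.77% (SD, n = 3). The paper describes the exon as retained in males and removed in females. The shares did not tell the control sexes apart in that way (exact permutation test, p = 0.7). They therefore cannot decide whether CLAMP affects use of this exon. In clamp null males the share was 14.5 ± 14.7% (exact permutation test against control males, p = 0.2). It was 29.4, 14.0 and 0% in the clamp null male libraries 4, 5 and 6. Sxl expression as a whole was 23.1 ± 12.0 TPM (SD, n = 3) in control females and 11.9 ± 1.87 TPM in clamp null females, a log2 fold change of -0.78 (standard error 0.55, adjusted p = 0.342 from limma). Its values overlapped between the genotypes, so a difference was not detectable in these libraries. From Supplementary files 3b and 5b, the paper concludes that CLAMP affects sxl splicing in females and not sxl transcription.

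**Figure D2:**
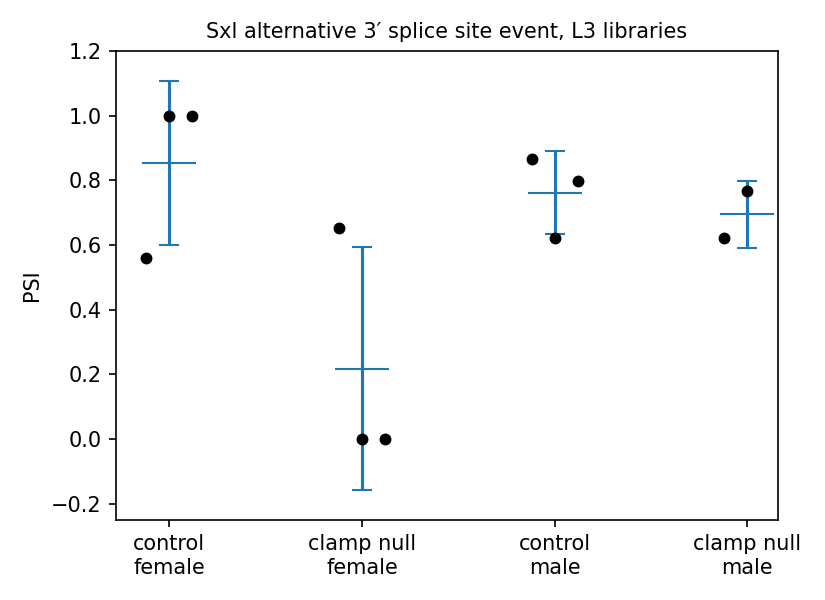
PSI (vertical axis) of the Sxl alternative 3′ splice site event in L3 libraries of each sex and genotype. Black points are libraries, and blue lines are the mean and its SD over the libraries with a PSI. The clamp null females lie at 0.653, 0 and 0, and the control females at 0.560, 1 and 1.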

Consistent with the ChIP-seq binding pattern of CLAMP at the *sxl* locus on chromatin (Figures 3 and 5C) which shows enhanced binding in 2–4 hr embryos compared with 0–2 hr embryos, the loss of CLAMP alters splicing more strongly at the 2–4 hr time point compared with the 0–2 hr time point.

To test whether defects in *sxl* splicing altered Sxl protein levels, we performed western blots to quantify Sxl protein in wild type females and males and *clamp^2^* null females (Figure 5D). We observed a reduction in Sxl protein levels in females in the *clamp^2^* null background when compared with controls. Also, homozygous *clamp^2^* mutant males die before the late third instar larval stage likely due to loss of dosage compensation, and therefore it was not possible to measure the splicing of transcripts in male *clamp^2^* mutant larvae.

When comparing our RT-PCR assay measuring *sxl* splicing (Figure 5B) with western blotting analysis measuring Sxl protein levels (Figure 5D), we observed a more dramatic reduction in Sxl protein levels compared to changes in splicing. Regulation of translation by 5’UTR binding is a common mechanism for regulating protein production and stability (Medenbach et al., 2011; Wilkie et al., 2003). Therefore, we speculate that CLAMP may function in translational regulation of the Sxl protein because CLAMP interacts sex-specifically with the translation factor FMRP in the male but not the female cytoplasm (Figure 5E). Therefore, CLAMP might also have a distinct differential influence on translation in male and females depending on interacting translational regulators. Together, these data suggest that it is possible that mis-regulation of translation amplifies the CLAMP-dependent mis-regulation of splicing to generate a larger decrease in Sxl protein levels in the absence of CLAMP. Future experiments are required to test this hypothesis and decipher the underlying mechanisms. Independent of a potential effect on translation mediated by sex-specific FMRP interaction, we determined that the loss of CLAMP mis-regulates female-specific splicing of the *sxl* transcript.

Also, 88/407 (21.6%) of the CLAMP-dependent SSS genes are Sxl targets (Supplementary file 7a, #GSE98187). Therefore, we examined the splicing of other components of the sex determination pathway downstream of Sxl (Figure 6A). In embryos which lack maternal CLAMP (Figure 6B, lanes 2–3), the *dsx* female-specific transcript is aberrantly produced in males (Figure 6B, lanes 2–5). In contrast, the male-specific *dsx* transcript is not expressed in male embryos which lack CLAMP, similar to wild type female embryos (Figure 6B, lanes 7–10). We also observed male-specific *dsx* transcripts in female *clamp^2^* mutant larvae (Figure 6C, lane c). Therefore, *dsx* splicing is altered by the loss of maternal and zygotic CLAMP and CLAMP binds directly to the *dsx* gene locus (Figure 6D). These data suggest that the loss of CLAMP may regulate *dsx* splicing via both Sxl-dependent and Sxl-independent mechanisms.

**Figure 6.**
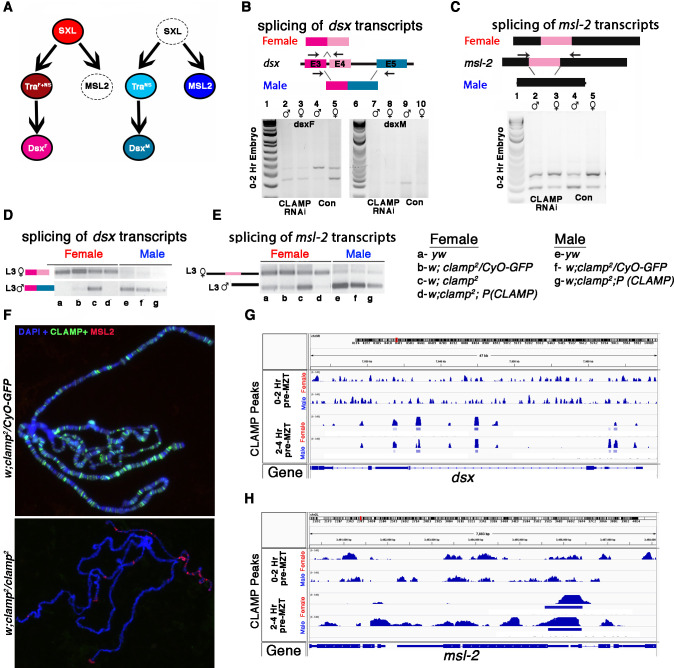
CLAMP (chromatin-linked adapter for MSL proteins)-dependent alternative splicing of components of the sex determination pathway. (**A**) The sex determination pathway in *Drosophila* is regulated by master regulator sex lethal (SXL). (**B–C**) RT-PCR electrophoresis gel images from 0 to 2 hr embryonic RNA samples (lanes 2–5 and 7–10) showing splicing of *dsx* (**B**) and *msl2* (**C**) transcripts in females (lanes 3, 5, 8, 10) and males (lanes 2, 4, 7, 9). Embryos were laid by *MTD-GAL4>GFP* RNAi control (lanes 4, 5, 9, 10) and *MTD-GAL4>CLAMP* RNAi (lanes 2, 3, 7, 8) females. The schematic above each gel image shows the female and male splice variants of the *dsx* (**B**) and *msl2* (**C**) transcripts. (**D**) IGV browser screen shot showing CLAMP peaks (rectangular boxes in light blue) at the genomic locus for the dsx genes in male and female 0–2 hr/pre-MZT (maternal to zygotic transition) and 2–4 hr/ post-MZT embryos. The bigwig file (upper track) and the corresponding narrow peak file (lower track) are both shown. (**E–F**) Electrophoresis gel image from third instar larval samples (**a–g**) showing splicing of *dsx* (**E**) and *msl2* (**F**) transcripts in females (lanes a–d) and males (lanes e–g). a–g genotypes are the same as in panel (**A**). The schematics at the top of each gel image show female and male splice variants of *dsx* (**E**) and *msl2* (**F**) transcripts. (**G**) Fluorescent microscopy images of polytene chromosomes from the third instar salivary gland in the genotypes listed to the left of each panel (heterozygous control and *clamp^2^* null) show the distribution of CLAMP (green) and MSL2 (red) on chromatin (blue, DAPI). (**H**) IGV browser screen shot showing CLAMP peaks (rectangular boxes in light blue) at the genomic locus for the ***msl-2*** in male and female 0–2 hr/pre-MZT and 2–4 hr/post-MZT embryos. The bigwig file (upper track) and the corresponding narrow peak file (lower track) are both shown. Figure 6—source data 1.Source data for Figure 6B, *dsx* transcript level (lanes 1–5). Figure 6—source data 2.Source data for Figure 6B, *dsx* transcript level (lanes 6–10). Figure 6—source data 3.Source data for Figure 6C, *msl-2* transcript level (lanes 1–5). Figure 6—source data 4.Source data for Figure 6D, *dsx* transcript level in L3 female (lanes a–g, top row). Figure 6—source data 5.Source data for Figure 6D, *dsx* transcript level in L3 male (lanes a–g, bottom row). Figure 6—source data 6.Source data for Figure 6E, *msl-2* transcript level (lanes a–g).

In addition, we found that the loss of maternal and zygotic CLAMP mis-regulates splicing of the male-specific lethal-2 (*msl-2*) transcript (Figure 6A), which is male-specific because Sxl regulates its splicing, transcript stability, mRNA export, and translation in females (Graindorge et al., 2013; Figure 6E and F, lane c). To determine whether splicing defects are correlated with dysregulation of MSL-2 protein expression and localization to chromatin, we performed polytene immunostaining from female *clamp^2^* mutant salivary glands. In the absence of CLAMP, ectopic MSL2 protein (in red) is present at several locations on female chromatin in contrast to heterozygous females (*clamp^2^/CyO-GFP*) where the male-specific MSL-2 protein is not present on female chromatin as expected (Figure 6G). Similar to *dsx*, the *msl-2* gene is also bound by CLAMP (Figure 6H) and regulated by Sxl and, therefore, could be regulated through both direct and indirect mechanisms. Together, these data suggest that the loss of CLAMP affects the splicing of multiple components of the sex determination pathway.

## Discussion

Here, we define sex-specific alternatively spliced isoforms in pre- and post-MZT *D. melanogaster* female and male embryos genome-wide for the first time. We show that sex-specific transcript diversity occurs much earlier in development than previously thought by generating the earliest data that define sex-specific transcript diversity across species (Figures 1 and 2). Furthermore, we determine that loss of a maternally deposited pioneer TF, CLAMP, mis-regulates sex-specific transcript diversity in early embryos causing the formation of many aberrant isoforms. Prior work on sex-specific transcript diversity (Lott et al., 2014; Telonis-Scott et al., 2009; Paris et al., 2015; Gibilisco et al., 2016; Alekseyenko et al., 2008; Hartmann et al., 2011; Ranz et al., 2003; Zhang et al., 2007; Sun et al., 2015; Arbeitman et al., 2004) either examined sex-biased differences in gene expression only or sex-specific transcript diversity much later in development in adult gonads or brain. To overcome the challenge of sexing early embryos before ZGA, we used a meiotic drive system that generates sperm with either only X or only Y chromosomes (Rieder et al., 2017) and measured both transcription and sex-specific transcript diversity generated by AS.

Because the transcript variants in both males and females encode genes that are involved in developmental processes, sex-specific developmental distinctions may occur earlier than previously thought. We demonstrate that a fundamental developmental trajectory differs between males and females from the initial hours of their existence long before gonad formation. Such early sex-specific transcript diversity may provide insight into how developmental disorders that originate before gonad formation can exhibit variable penetrance between sexes.

Different splice variants are produced at different frequencies over time and between sexes. To date, we lacked pipelines to characterize how these isoforms change over time. Therefore, we developed time2splice, which identifies mechanisms to regulate temporal and sex-specific AS by combining RNA-seq and chromatin occupancy data from ChIP-seq or CUT&RUN experiments. Time2splice has three parts: (1) temporal splicing analysis based on the SUPPA algorithm, (2) temporal chromatin occupancy analysis, and (3) temporal multi-omics integration. The pipeline and analysis steps can be accessed at: Ray, 2023; https://github.com/ashleymaeconard/time2splice.

We defined groups of genes in both males and females that undergo AS in a manner that is dependent on maternally deposited and zygotically expressed CLAMP. In embryos, genes whose splicing is altered in the absence of CLAMP are largely independent from those where CLAMP regulates transcription. In contrast, later in development there is a stronger overlap between genes where splicing and transcription are mis-regulated suggesting that additional cofactors may control how linked the dependence of splicing and transcription are on CLAMP at a specific gene.

The key question is: How does CLAMP, a ubiquitously expressed pioneer TF, affect SSS? We speculate that there are several mechanisms by which CLAMP influences SSS. CLAMP binds directly to intronic regions of approximately half of the CLAMP-dependent SSS genes (Figure 4 and Supplementary file 6a-c) suggesting a potential direct role in regulating their co-transcriptional splicing. Many of these putative direct target genes are key regulators of AS which may explain the presence of indirect targets (Supplementary file 2) which requires future investigation to identify which factors directly mediate these events.

Furthermore, CLAMP regulates chromatin as a pioneer TF (Duan et al., 2021; Urban et al., 2017b) and recent literature links chromatin and splicing (Agirre et al., 2021; Petrova et al., 2021) and provides strong evidence that increased chromatin accessibility contributes substantially to the retention of introns during AS (Petrova et al., 2021). In addition, splicing-associated chromatin signatures have recently been identified (Agirre et al., 2021). For example, closed chromatin marks have recently been linked to exon exclusion and open chromatin has been linked to exon inclusion (Agirre et al., 2021; Petrova et al., 2021). Since CLAMP regulates chromatin accessibility (Duan et al., 2021) and CLAMP ChIP-seq data from sexed embryos (Figure 5C) shows that CLAMP binds differentially to the *sxl* gene in females compared to males, it is possible that CLAMP might affect splicing via modulating chromatin accessibility.

Also, our proteomic analysis (Urban et al., 2017c) shows that CLAMP is sex-specifically associated with multiple spliceosome complex components including Squid, which is known to regulate SSS (Hartmann et al., 2011) specifically in females. Thus, it is possible that differential association between CLAMP and RBP spliceosome complex components in males and females regulates SSS. We therefore speculate that CLAMP may recruit RBP spliceosome complex components to regulate splicing by altering the chromatin environment or/and directly binding to target RNA transcripts.

We also investigated the effect of CLAMP at the *sxl* locus which encodes the master regulator of sex determination (Salz and Erickson, 2010). CLAMP binds near the early promoter of the *sxl* gene (SxlPe) (Figure 5C) in females. Because CLAMP binding sites are present near the promoter region of the *sxl* gene, we hypothesize that CLAMP regulates chromatin at exon 3 from a distance, consistent with our recent findings suggesting that CLAMP can mediate long-range chromatin interactions (Bag et al., 2019; Jordan and Larschan, 2020) and regulates chromatin accessibility most strongly several kb from its binding sites (Urban et al., 2017b). In the absence of CLAMP, we observe a stronger reduction in Sxl protein levels in females compared with changes in female-specific splicing (Figure 5B and C) which suggests that the loss of CLAMP might influence both *sxl* transcript splicing and translation. In addition, we have identified a sex-specific association between CLAMP and the FMRP translation factor in the cytoplasm which may explain changes in Sxl protein stability. Also, at both embryonic and larval stages we noted that splicing of the Sxl targets *dsx* and *msl-2* is affected by the loss of CLAMP (Figure 6B–C and E–F). CLAMP directly binds to these genes which are part of the approximately 52.3% (213/407) of CLAMP-dependent SSS genes that are directly bound by CLAMP (Figure 6D and H).

Our results support a hypothesis that the loss of CLAMP influences SSS through multiple mechanisms: (1) CLAMP directly binds to DNA of a subset of targets including the *sxl* gene itself and other key regulators of AS, (2) CLAMP influences splicing of other targets indirectly by regulating *sxl* splicing and Sxl protein levels, and (3) lastly, we speculate that CLAMP perhaps may further influence splicing via other unknown mechanisms such as interactions with RNA and RNA binding proteins involved in splicing with which it associates (Urban et al., 2017c).

Overall, our data show that the loss of maternal and zygotic CLAMP affects sex-specific AS, and influences the sex determination pathway. We show for the first time that loss of a maternal factor influences SSS during early embryonic development, highlighting how the maternal environment influences transcript diversity in the zygote including both activation of the zygotic genome and the processing of zygotic RNA products. We also present time2splice, a new pipeline to uncover mechanisms which drive such spatial-temporal transcript diversity by integrating splicing and chromatin occupancy data. Determining the mechanism by which the loss of CLAMP regulates SSS is a key future direction.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*D. melanogaster*)	MTD-Gal4	Bloomington *Drosophila* Stock Center	BDSC:31777; FLYB:FBtp0001612; RRID:BDSC_31777	FlyBase symbol: P{GAL4-nos.NGT}
Genetic reagent (*D. melanogaster*)	*UAS-CLAMPRNAi[val22]*	Bloomington *Drosophila* Stock Center	BDSC: #57008;	
Genetic reagent (*D. melanogaster*)	B[s]/Dp(2:y)CB25–4, y+, Rsp[s]B[s]; SPSD/CyO	Bloomington *Drosophila* Stock Center	BDSC: #64332;	
Genetic reagent (*D. melanogaster*)	+; SD72/CyO	Cynthia Staber, Stowers Institute		
Genetic reagent (*D. melanogaster*)	19–3, yw, Rsp[s]-	Cynthia Staber, Stowers Institute		
Genetic reagent (*D. melanogaster*)	*y^1^*, *w ^1118^*; *clamp^2^* /*CyO*	Urban et al., 2017a		
Cell line (*D. melanogaster*)	S2	*Drosophila* Genomic Resource Center (DGRC)	FBtc0000181	Cell line maintained in N. Perrimon lab; FlyBase symbol: S2-DRSC
Cell line (*D. melanogaster*)	Kc167	*Drosophila* Genomic Resource Center (DGRC)	FBtc0000001	
Antibody	Anti-CLAMP (Rabbit polyclonal)	Erica Larschan	RRID: AB_2195548	IF (1:1000), WB (1:1000)
Antibody	Anti-Tubulin (Rabbit monoclonal)	Abcam	Cat# ab52866, RRID: AB_869989	WB (1:5000)
Antibody	Anti-SXL (Mouse monoclonal)	Fatima Gebauer		WB (1:500)
Antibody	Anti-MSL2 (Rat monoclonal)	Peter Becker		IF (1:500)
Antibody	Anti-FMRP (Mouse monoclonal)	DSHB	5B6 RRID:AB_528253	IP-1:10
Others	Anti-mouse IgG M-280 Dynabeads	Invitrogen, USA	Catalog number: 11202D	Magnetic Beads for IP
Others	Cell line RNA-seq	NCBI, GEO (This paper)	#GSE220439	RNA sequencing data
Others	Third instar larvae (L3) RNA-seq	NCBI, GEO (This paper)	#GSE220455	RNA sequencing data
Software, algorithms	SUPPA	Trincado et al., 2018		
Software, algorithms	time2splice	This paper	https://github.com/ashleymaeconard/time2splice	
Software, algorithms	deeptools	Ramírez et al., 2014	http://deeptools.ie-freiburg.mpg.de	

### Fly stocks and husbandry

*D. melanogaster* fly stocks were maintained at 24°C on standard corn flour sucrose media. Fly strains used: *MTD-GAL4* (Bloomington, #31777), *UAS-CLAMPRNAi[val22]* (Bloomington, #57008), Meiotic drive fly stocks +; SD72/CyO and 19–3, yw, Rsp[s]-B[s]/Dp(2:y)CB25-4, y+, Rsp[s]B[s]; SPSD/CyO (Bloomington, #64332) (both gifts from Cynthia Staber). These were crossed to obtained male and female embryo of desired genotypes according to Rieder et al., 2017.

### Cell culture

Kc and S2 cells were maintained at 25°C in Schneider’s media supplemented with 10% fetal bovine serum and 1.4× Antibiotic-Antimycotic (Thermo Fisher Scientific, USA). Cells were passaged every 3 days to maintain an appropriate cell density. Both Schneider’s Line S2 FBtc0000181 (S2-DRSC) and Kc (Kc167) FBtc0000001 cell lines used are of *D. melanogaster* embryonic origin from *Drosophila* Genomic resource center (DGRC). Both modENCODE line authenticated with no mycoplasma contamination and not from the list of commonly misidentified cell lines.

### Sample collection and western blotting

Salivary glands from third instar larvae were dissected in cold PBS and samples frozen in liquid nitrogen. Total protein from the samples was extracted by homogenizing tissue in the lysis buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 1% SDS, 0.5× protease inhibitor) using a small pestle. After a 5 min incubation at room temperature, cleared the samples by centrifuging at room temperature for 10 min at 14,000×*g*. To blot for CLAMP and Actin, 5 µg of total protein was run on a Novex 10% Tris-Glycine precast gel (Life Technologies). To measure Sex-lethal protein levels, 20 µg of total protein was run on a Novex 12% Tris-Glycine precast gel (Life Technologies). Protein was transferred to PVDF membranes using the iBlot transfer system (Thermo Fisher Scientific) and probed the membranes for CLAMP (1:1000, SDIX), Tubulin (1:5000, Abcam), and SXL (1:500, a gift from Fatima Gebauer) antibodies using the Western Breeze kit following the manufacturer’s protocol (Thermo Fisher Scientific). We quantified the relative expression of protein for SXL using the gel analysis tool in ImageJ software following the website’s guidelines (Schneider et al., 2012). For each genotype, we first internally normalized the amount of SXL protein to Actin. Next, we determined the protein’s relative expression by comparing the Tubulin normalized quantities to y[1], w[1118] female samples.

### Polytene chromosome squashes and immunostaining

Polytene chromosome squashes were prepared as previously described in Rieder et al., 2017. We stained polytene chromosomes with rabbit anti-CLAMP (1:1000, SDIX) and rat anti-MSL2 (1:500, gift from Peter Becker) antibodies. For detection, we used all Alexa Fluor secondary antibodies against rabbit and mouse at a concentration of 1:1000 and visualized slides at 40× on a Zeiss Axioimager M1 Epifluorescence upright microscope with the AxioVision version 4.8.2 software.

### Splicing assays for male- and female-specific transcripts

To test for the male and female splice forms of *sex-lethal, transformer, doublesex*, and *msl2*, total RNA was extracted from 10 third instar larvae from each genotype. We reverse-transcribed 2 µg of total RNA using the SuperScript VILO cDNA Synthesis Kit (Life Technologies) following the manufacturer’s protocol. We amplified target sequences by PCR using primers designed to span alternatively spliced junctions. AS primer sequences for sxl FP-TGCAACTCACCTCATCATCC, sxl RP- GATGGCAGAGAATGGGACAT, for tra FP- TGAAAATGGATGCCGACAG, tra RP- CTCTTTGGCGCAATCTTCTC, for dsx female transcript dsxFFP-CTATCCTTGGGAGCTGATGC, dsxF RP- TCGGGGCAAAGTAGTATTCG, for dsx male transcript dsxM FP- CAGACGCCAACATTGAAGAG, dsxM RP- CTGGAGTCGGTGGACAAATC, for msl2 FP- GTCACACTGGCTTCGCTCAG and msl2 RP- CCTGGGCTAGTTACCTGCAA were used.

### Validation of splicing results from time2Splice using qRT-PCR and RT-PCR assays

Total RNA was extracted from fifty 0–2 hr and 2–4 hr female and male embryos expressing *MTD-GAL4>GFPRNAi* (con) and *MTD-GAL4>CLAMPRNAi* (CLAMP depleted). Sexed embryos were obtained as described in Rieder et al., 2017. We reverse-transcribed 1 µg of total RNA using the SuperScript VILO cDNA Synthesis Kit (Life Technologies, USA) following the manufacturer’s protocol. We amplified target sequences by PCR using primers designed to span alternatively spliced junctions (Figure 2—figure supplement 3) listed in Supplementary file 7b and Quick load Taq 2X Master mix (#M0271L, NEB, USA) according to the manufacturer’s protocol (28 cycles). 10 µL of PCR product of each replicate for each gene was loaded in separate wells in 2% agarose gels and imaged using a ChemiDoc MP Imaging System (Bio-Rad, USA). All replicates for each gene were loaded on the same gel. The gel images were inverted and then quantified using the densitometry steps with the Fiji image analysis tool. qRT-PCR was carried out using 2X Azura Quant Green (#AZ-2120, Azura Genomics, USA) according to the manufacturer’s instructions. Fold change between samples for each transcript was calculated the ΔCT method (Schmittgen and Livak, 2008). Student’s t-tests were performed to determine significant difference between groups (two samples at a time). Three replicates for qRT-PCR samples and four replicates for RT-PCR samples were performed.

### Immunoprecipitation

#### Nuclear and cytoplasmic extract preparation

Male (S2) and female (Kc) cells were grown to a cell concentration of 2×10^6^ cells/mL in T25 tissue culture flasks. Cells were scraped from the flask, centrifuged for 5 min at 2500 rpm at 4°C. Supernatant was removed and cell pellets were washed twice in 5 mL of cold PBS. The washed cell pellets were then re-suspended in 5× volume of Buffer A (10 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT, 1× protease inhibitors). Cells were incubated on ice for 15 min before dounce homogenization with an A pestle. Cytoplasmic fraction was collected after centrifugation at 4°C for 20 min at 700×*g*. The remaining nuclear pellet was re-suspended in three times volume in Buffer B (20 mM HEPES pH 7.9, 20% glycerol, 0.5% NP 40, 200 mM KCl, 0.5 mM EDTA, 1 mM EGTA, 1× protease inhibitors). Nuclei after re-suspension were dounce homogenized with a B pestle. Nuclear debris was then pelleted by centrifugation at 10,000×*g* for 10 min at 4°C. 1 mL aliquots of both cytoplasmic and nuclear fractions were prepared in 1.5 mL Protein LoBind Eppendorf tubes and flash-frozen in liquid nitrogen for storage at –80°C.

#### Immunoprecipitation

Magnetic anti-CLAMP beads were prepared to a final concentration of 10 mg/mL by coupling rabbit anti-CLAMP antibody (SDIX) to magnetic beads, according to Dynabeads Antibody coupling kit (Thermo Fisher Scientific) instructions. Similarly, magnetic anti-FMRP beads were prepared using mouse anti-FMRP (5B6, DSHB, USA). Prepared anti-CLAMP, anti-FMRP, and purchased anti-IgG (anti-rabbit IgG M-280 and anti-mouse IgG M-280 Dynabeads raised in sheep, Invitrogen, USA) were blocked to reduce background the night before the immunoprecipitation. First, the beads were washed three times for 5 min in 500 L Tris-NaCl wash (50 mM Tris, 500 mM NaCl, 0.1% NP-40) by rotating at 4°C. The beads were next suspended in block buffer (3.3 mg/mL of yeast tRNA extract prepared in 20 mM HEPES, pH 7.9, 20% glycerol, 0.5% NP-40, 200 mM KCl, 1 mM EDTA, and 2 mM EGTA) and rotated overnight at 4°C. The next day, beads were washed three times for 5 min in the block buffer without yeast tRNA by rotating at 4°C. After the final wash, beads were re-suspended in the same amount of block buffer as the starting volume.

To 1 mL of previously prepared nuclear extract, 100 µL of blocked anti-CLAMP, anti-FMRP, or anti-IgG magnetic Dynabeads were added. The nuclear extracts/cytoplasmic extracts and beads were then rotated for 1 hr at 4°C. Afterward, the beads were collected and the supernatant discarded. The beads were then washed three times in Tris-NaCl wash (50 mM Tris, 500 mM NaCl, 0.1% NP-40) by rotating for 5 min at 4°C and cleared by using a magnetic rack. To elute proteins from the beads, 100 µL of 1% SDS was added, and the beads were boiled for 10 min at 95°C. To the eluate, 300 µL of ultrapure water was added, and the tubes gently vortexed. After collecting the beads on a magnetic rack, the eluate was saved in a clean Protein LoBind Eppendorf tube.

CLAMP was detected in IP-FMRP and IgG-mouse samples using rabbit anti-CLAMP (1:1000).

### RNA-sequencing

#### RNA-seq in cell lines

15 µg each of *clamp* dsRNA and GFP dsRNA used for *clamp* RNAi and GFPRNAi (con), respectively, per T25 flask. Cells (Kc and S2) incubated with dsRNA in FBS minus media for 45 min and allowed to grow in media supplemented with 10% FBS for 6 days before harvesting. dsRNA targeting *gfp* (control) and *clamp* for RNAi have been previously validated and described (Hamada et al., 2005; Larschan et al., 2012). PCR products were used as a template to generate dsRNA using the T7 Megascript kit (Ambion, Inc, USA), followed by purification with the QIAGEN RNeasy kit (QIAGEN, USA). RNA was harvested using RNeasy mini plus kit (QIAGEN, USA). Two µg of total RNA was used for the construction of sequencing libraries. RNA libraries for RNA-seq were prepared using Illumina TruSeq V2 mRNA-Seq Library Prep Kit following the manufacturer’s protocols. Hi-seq paired end 100 bp mRNA-seq performed. Data was submitted to the GEO repository (#GSE220439). For gene expression analysis, the DESeq2 pipeline was used. For identifying CLAMP-dependent splicing, our new time2plice pipeline was used.

#### RNA-seq in third instar larvae (L3)

Total RNA was extracted from control (*yw*) and *clamp* mutant (*yw, clamp^2^* ) male and female third instar larvae (three each) using Trizol (Invitrogen, USA). Messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand cDNA was synthesized using random hexamer primers followed by the second strand cDNA synthesis. The library was ready after end repair, A-tailing, adapter ligation, size selection, amplification, and purification followed by paired-end RNA-seq in Illumina Novaseq 6000. The sequencing data was run through a SUPPA-based time2splice pipeline to identify CLAMP-dependent SSS events. Data was submitted to the GEO repository (#GSE220455).

### Computational methods

#### Time2splice tool

Time2splice is a new pipeline to identify temporal and sex-specific AS from multi-omics data that relies on the existing validated SUPPA method to identify differentially spliced isoforms (Trincado et al., 2018). This pipeline combines SUPPA with several additional scripts to identify SSS genes and sex-biased genes at different time points.

Importantly, these scripts are partitioned into separate script files to enable the user to use only the scripts that they need for their analysis. Figure 1—figure supplement 1 describes the published methods and new scripts which we used in our analysis. Where boxes are numbered, the output from each step can be used as input for the subsequent step. Step D can be performed in any order depending on user needs. You can also see the README here: https://github.com/ashleymaeconard/time2splice for a detailed description of the methods.

##### Tutorial section for time2splice

Preprocess (scripts/preprocess): Retrieve raw data, quality control, trimming, alignment. Perform steps as needed.

1_parse_sraRunTable.sh

Creates time2splice/ folder structure, as well as metadatafile.csv and SraAccList.txt (which is needed for next command to get .fastq files).

1_get_fastq_files.sh

Retrieves.fastq files by passing in SraAccList.txt from aforementioned step.

2_run_fastQC.sh

Runs FastQC for all.fastq files in a given directory.

3_run_trim_galore.sh

Run Trim Galore! followed by FastQC to trim any reads below quality threshold.

3_merge_lines.sh

Merges all the different lanes of the same flow cell.fastq files.

4_run_Bowtie2.sh

or

preprocess/4_run_BWA.sh

or

preprocess/4_run_HISAT2.sh

Runs one or more of these three aligners (Bowtie2, BWA, or HISAT2) on.fastq data in a given directory.

5_plot_alignment.py

Plot the alignments from either one or two different aligners (Bowtie2 or HISAT2).

##### Temporal expression analysis (scripts/rna)

1_run_salmon.sh

Run salmon to quantify transcript expression for treatment and control samples. E.g.:

./1_run_salmon.sh /nbu/compbio/aconard/larschan_data/sexed_embryo/ /data/compbio/aconard/splicing/results/salmon_results_ncbi_trans/ /data/compbio/aconard/BDGP6/transcriptome_dir/pub/infphilo/hisat2/data/bdgp6_tran/genome.fa 3 10 1 _001.fastq.gz

2_run_suppa.sh

Run SUPPA for treatment and control samples. E.g.:

./2_run_suppa.sh /data/compbio/aconard/splicing/results/salmon_results/ /data/compbio/aconard/splicing/results/suppa_results_ncbi_trans/ /data/compbio/aconard/BDGP6/transcriptome_dir/pub/infphilo/hisat2/data/bdgp6_tran/genome.fa 20

3_suppa_formatting.py

Converts NM_ gene names to flybase name, then merging outputs from run_suppa (NM_ gene names by 1 TPM value column for each replicate)

4_suppa.sh

Identifies various forms of differential splicing (e.g. using PSI and DTU)

5_calc_total_alt_splicing_controls.py

Calculate and plot the proportions of AS (in pie chart) in control samples.

6_calc_total_alt_differential_splicing.py

Calculate and plot the proportions of AS (in pie chart) in treatment samples.

7_get_bias_genes.py

Retrieve male- and female-biased genes and create bed files for average profile plotting.

8_plots_splicing.ipynb

Plotting transcript expression using PSI and DTU measures.

8_alt_plots_splicing.ipynb

Alternative code base to plot transcript expression using PSI and DTU measures.

9_plots_splicing_time.ipynb

Plot AS genes within categories (all females, all males, females sex specific, male sex specific, female all rest, male all rest, female non-sex specific, male non-sex specific, female new sex specific, male new sex specific) over time.

##### Temporal protein-DNA analysis (scripts/protein_dna)

1_run_picard_markduplicates.sh

Run Picard’s MarkDuplicates in for all.sorted.bam files in a given directory.

2_run_macs2.sh

Runs MACS2 to call peaks for all.sorted.bam files in a given directory.

3_run_macs2_fold_enrich.sh

Generate signal track using MACS2 to profile transcription factor modification enrichment levels genome-wide.

##### Temporal multi-omics integration (scripts/multio_analysis)

Note, there is no order to these scripts. Each analysis/results exploration is independent. More analysis scripts to come.

overlap_protein_DNA_peaks.sh

Runs Intervene to view intersection of each narrowpeak file.

histogram_peak_val_intensity.ipynb

Plot peak intensity for a given narrow peak file.

get_coord_run_meme.sh

Get coordinates of bed file and run through MEME.

alt_splicing_chi_squared.ipynb

Perform Chi-squared test on AS categories. MXE used in this example.

##### Identification of sex-specifically splicing events

We quantified the amount of AS using an exon-centric approach to quantify individual splice junctions by measuring PSI for a particular exon using SUPPA within time2splice.

PSI = IR (included reads)/IR+ER (excluded reads)

The difference in PSI values (ΔPSI) between samples implies differential inclusion or exclusion of alternative exons among the two sample types. For example, a positive ΔPSI of 0.8 for an exon skip event means the exon is included in 80% of transcripts in the sample whereas a negative ΔPSI value implies reduced inclusion of the alternative exon. First, we determined significant differences in ΔPSI values for splicing events between the control female and male samples in 0–2 hr embryo (Figure 2—figure supplement 1A) and 2–4 hr embryo (Figure 2—figure supplement 1D) samples to identify CLAMP-independent SSS differences between males and females. We have included volcano plots to show how we defined significant differences with a p-value cutoff of p-value <0.05. Next, we determined the splicing events which are significantly affected by *clamp* RNAi in female and male samples (Figure 2—figure supplement 1B–C, E–F). Lastly, we compared the lists of CLAMP-independent to CLAMP-dependent SSS events identify the following categories of splicing events: (1) splicing events that differ between wild type males and wild type females and are also dependent on CLAMP; (2) CLAMP-dependent new SSS events: Splicing events that were not different when comparing wild type males and wild type females but do show sex-specific differences in the absence of CLAMP (Figure 2B and C and Supplementary file 1a-h).

##### SSS event analysis

RNA-seq data from Rieder et al., 2017 (#GSE102922), Kc and S2 cell line, and third instar larval data generated by us were analyzed using time2splice to determine sex-specifically splicing events. dmel-all-r6.29.gtf from BDGP6 in genomes (DePristo et al., 2011) was used to map each transcript identifier (ID) to gene ID and symbol, for .bed creation data for the associated chromosome, TSS and TES, and strand information were imported from Illumina (https://support.illumina.com/sequencing/sequencing_software/igenome.html). From the raw data after quality control, that is, FastQC (Andrews, 2010), Salmon (Patro et al., 2017) was used to quantify transcript expression for treatment and control samples. Calculated transcripts per million (TPM) values from SUPPA (Trincado et al., 2018) were used for all four replicates of female and male controls at both time points (before and after MZT). Each sample was filtered to include transcripts where the mean value is less than or equal to 3 TPMs per gene. The number of transcripts included at various thresholds was plotted from 1 to 10 and the fraction of genes filtered out begins to plateau around threshold 3. The PSI transcripts between females and males were compared at both 0–2 hr (pre-MZT) and 2–4 hr (post-MZT); Kc and S2 cells; and third instar larval stage, L3 (p-value of 0.05), thereby resulting in ΔPSI values and p-values for each transcription in each experimental condition comparison. Given these resulting delta transcript PSI values, significantly alternatively splice genes (p-value 0.05) were found between females vs. males 0–2 hr (pre-MZT) controls to show which genes are normally SSS pre-MZT. The same process was followed at 2–4 hr (post-MZT), in cell lines and third instar larvae. To then determine the SSS genes, the female RNAi experiment compared with the control ΔPSI gave the number of total alternative spliced transcripts pre-MZT, then considering those that are not shared with males, and are only expressed in females normally, this defined our sex specifically spliced set of genes for females pre-MZT. This process was also performed for males pre-MZT, for post-MZT sample; for S2 and Kc cell lines and for female and male L3.

##### GO analysis

GO analysis was performed using the ShinyGO v0.75c: Gene Ontology Enrichment Analysis with an FDR cutoff of 0.05. However, specifically, in time2splice’s script enrichment analysis, we provide R tool Clusterprofiler (Wu et al., 2021) for GO analysis. r implements GO analysis given an input gene set as a .txt file with a new line delimiter between genes. Given this input, it is converted to a vector of genes. The enrich GO function will return the enrichment GO categories after FDR correction. The FDR correction used is Benjamini-Hochberg to account for the expected proportion of false positives among the variables (i.e. genes) for which we expect a difference. This was chosen over other methods such as the common Bonferroni method, as the Bonferroni correction controls the familywise error rate, where we are interested to account for false discoveries. The actual over-representation test itself is implemented in enrich GO according to Yu et al., 2015, where they calculate a p-value using the hypergeometric distribution (Boyle et al., 2004) and then perform multiple hypothesis correction. Importantly, while there are many tools to perform GO analysis, Cluster profiler was chosen due to its superior visuals and ability to handle multiple-omics types. This thus enables diverse additional analyses to be integrated into time2splice in the future such as ATAC-seq.

### ChIP-seq: data analysis

We used preprocessed ChIP-seq data from Rieder et al., 2019 (#GSE133637), specifically the .bw and.broadPeak.gz files in our analysis using ChIPseeker (Yu et al., 2015) and deeptools (Ramírez et al., 2014). Specifically, when plotting the average profiles using deeptools, we achieved a baseline signal representing genome-wide binding taking into consideration the number of genes in other groups by the following procedure: of all genes that are on (no zero read-count genes), we sampled the number of the largest other group (to which we are comparing), and ran compute matrix on that subset. This process was repeated 500 times and the resulting 500 matrices were averaged to produce a representative signal. For motif analysis MEME (Bailey et al., 2015) suite was used.

## Data Availability

Sequencing data have been deposited in GEO under accession codes #GSE220455 and #GSE220439. All data generated or analyzed during this study are included in the manuscript and supporting file. Source data files have been provided for Figure 2—figure supplement 3, Figure 5, and Figure 6. Source data used to generate all the figures, graphs, and Venn diagrams are provided in Supplementary files 1–7. The following datasets were generated: AguileraJ MahableshwarkarP RayM LarschanE 2023Effect of loss of transcription factor CLAMP on sex-specific splicing in *Drosophila* third instar larvae (L3) stageNCBI Gene Expression OmnibusGSE220455 UrbanJ MahableshwarkarP RayM LarschanE 2023Identifying splicing targets of CLAMP by mRNA-sequencingNCBI Gene Expression OmnibusGSE220439 The following previously published datasets were used: RiederLE KoreskiKP BoltzKA KuzuG UrbanJA BowmanS ZeidmanA Jordan IIIWT TolstorukovMY MarzluffWF DuronioRJ LarschanEN 2017Histone locus regulation by the *Drosophila* dosage compensation adaptor protein CLAMPNCBI Gene Expression OmnibusGSE10292210.1101/gad.300855.117PMC558893028838946 RiederL JordanW LarschanE 2019Targeting of the dosage-compensated male X-chromosome during early *Drosophila* developmentNCBI Gene Expression OmnibusGSE13363710.1016/j.celrep.2019.11.095PMC695226631875538 MoschallR RossbachO LehmannG KullmannL EichnerN StraussD StriederN MeisterG KrahnM MedenbachJ 2019Flipping the switch on Sex-lethal expression: Sister of Sex-lethal antagonizes Sxl-dependent alternative splicing to maintain a male-specific gene expression pattern in *Drosophila* (RIP-Seq)NCBI Gene Expression OmnibusGSE9818710.1093/nar/gky1284PMC641192530590805

# Supplementary material for: Sex-specific splicing occurs genome-wide during early Drosophila embryogenesis
**Source:** eLife. 2023 Jul 19;12:e87865. doi: 10.7554/eLife.87865
**Supplement:** Figure 1—source data 1.

| **Sex** | **Stage** | **Total**  **Exon** | **Constitutive exon** | **Alternatively Spliced Exons** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **Total** | **SE** | **A5SS** | **A3SS** | **MXE** | **RI** | **AF** | **AL** |
| Female | 0-2 Hr Embryo | 66927 | 56036 | 10891 | 1703 | 1918 | 1701 | 1519 | 1060 | 2626 | 364 |
| Male | 0-2 Hr Embryo | 66927 | 56296 | 10631 | 1708 | 1923 | 1692 | 1293 | 1060 | 2591 | 364 |
| Female | 2-4 Hr Embryo | 66927 | 54597 | 12330 | 1874 | 2075 | 1866 | 2018 | 1177 | 2937 | 383 |
| Male | 2-4 Hr Embryo | 66927 | 54831 | 12096 | 1841 | 2022 | 1839 | 2008 | 1146 | 2868 | 372 |

# Supplementary material for: Sex-specific splicing occurs genome-wide during early Drosophila embryogenesis
**Source:** eLife. 2023 Jul 19;12:e87865. doi: 10.7554/eLife.87865
**Supplement:** Supplementary file 2.

**Supplementary File 2:** Summarizing the results and functions of the validated target genes (not part of sex-determination pathway) at which splicing is regulated by CLAMP

| **Gene name** | **Function** | **Effect on splicing** |
| --- | --- | --- |
| Fus (Fusilli) | Fus regulates alternative splicing of specific genes and plays a role in embryonic dorsoventral patterning (Wakabayashi-Ito 2001)^1^. Its human ortholog ESRP1 (Epithelial splicing regulatory protein) regulates splicing during the epithelial to mesenchymal transition and is implicated in autosomal recessive non-syndromic deafness 109. Alternative splicing of both Fus and ESRP1 has been shown to confer distinct subcellular localization (Yang and Carstens 2017)^2^. | CLAMP regulates splicing of retained intron in exon 97 of *fus* in males (**Figure 2-figure supplement 3A, D, G**). |
| Wnd (Wallenda) | encodes for a MAP Kinase with roles in axonal injury signaling and in regulation of presynaptic bouton structure (Russo et al 2019)^3^ | one of the isoforms isoA significantly downregulated only in males (**Figure 2-figure supplement 3B, E, H**) |
| PEP (Protein on ecdysone puffs) | PEP is part of the catalytic step 2 spliceosome (Herold et al 2009)^4^ and physically interacts with MLE (Cugusi et al 2015)^5^, Squid (Amero et al 1993)^26^, Ubx and Abd-A (Bischof et al 2018)^6^. | Splicing of intron between exon 6-5 in *pep* is regulated by CLAMP in males (**Figure 2-figure supplement 3E, J, O**). |
| spen | encodes an RRM (RNA recognition motif) domain protein that interacts with the *Hox* pathway (Willette et al 1999)^7^. It is orthologous to human SPEN (spen family transcriptional repressors) which recruits histone deacetylases. *de novo* truncating variants in *SPEN* have been linked to a neurodevelopmental disorder associated with obesity and increased BMI in females who also have a distinctive X chromosome epi-signature (Radio et al 2021)^8^. | *spen* exon5 skipped transcript is significantly upregulated in females (**Figure 2-figure supplement 3J, N**) and not in males |
| Ama (Amalgam) | regulates receptor ligand activity during cell-cell adhesion and positively regulates glial cell proliferation (Seeger et al. 1988, Fremion et al. 2000)^9^,^10^. Human ortholog LSAMP is implicated in ovarian and prostate cancer (Spears et al 2006, Petrovics et al 2015)^11,12^ | Isoform B show significant down-regulation in males after CLAMP RNAi (**Figure 2-figure supplement 3K, O**) compared to females |
| iab4 | non-coding RNA regulating *abd-A,* located within the essential *Hox* cluster that controls body plan patterning. CLAMP directly binds and regulates chromatin accessibility at this gene (Duan et al 2021)^13^. | retained intron isoform is significantly down-regulated in males in absence of CLAMP (**Figure 2-figure supplement 3L, P).** |
| sc35 (SR family splicing factor) | Sc35 regulates mRNA alternative splicing, the processing of mRNA 3’ends, and transcription start site selection. The human ortholog, SRSF2, is linked to acute myeloid leukemia and myelodysplastic syndrome in which females show a significant survival advantage over their male counterparts (Hossain and Xie 2015, Wang et al 2019)^14,15^. Affected men have overall more mutations in genes involved in RNA splicing and epigenetic regulation with a higher risk of disease progression and overall poor outcome (Karantanos et al 2021)^16^. | Splicing of a *sc35* isoform with exon7 is significantly affected in males and not females (**Figure 2-figure supplement 3M, Q**). |
| Bacc (Bacchus) | encodes for tyramine dependent nuclear regulators involved in ethanol sensitivity (Chen et al 2013)^17^. | CLAMP-dependent splicing in both males and females (**Figure 2-figure supplement 3M, R**), However, isoform B with exon3 is significantly down-regulated in males compared to females in absence of CLAMP. |

1. Wakabayashi-Ito N, Belvin MP, Bluestein DA, Anderson KV. Fusilli, an essential gene with a maternal role in Drosophila embryonic dorsal–ventral patterning. Developmental Biology 229, 44-54 (2001).

2. Yang Y, Carstens RP. Alternative splicing regulates distinct subcellular localization of Epithelial splicing regulatory protein 1 (Esrp1) isoforms. Scientific reports 7, 1-10 (2017).

3. Russo A, Goel P, Brace E, Buser C, Dickman D, DiAntonio A. The E3 ligase Highwire promotes synaptic transmission by targeting the NAD‐synthesizing enzyme dNmnat. EMBO reports 20, e46975 (2019).

4. Herold N, Will CL, Wolf E, Kastner B, Urlaub H, Lührmann R. Conservation of the protein composition and electron microscopy structure of Drosophila melanogaster and human spliceosomal complexes. Molecular and cellular biology 29, 281-301 (2009).

5. Cugusi S, Kallappagoudar S, Ling H, Lucchesi JC. The Drosophila helicase maleless (MLE) is implicated in functions distinct from its role in dosage compensation. Molecular & Cellular Proteomics 14, 1478-1488 (2015).

6. Bischof J, et al. Generation of a versatile BiFC ORFeome library for analyzing protein–protein interactions in live Drosophila. Elife 7, e38853 (2018).

7. Wiellette EL, Harding KW, Mace KA, Ronshaugen MR, Wang FY, McGinnis W. spen encodes an RNP motif protein that interacts with Hox pathways to repress the development of head-like sclerites in the Drosophila trunk. Development 126, 5373-5385 (1999).

8. Radio FC, et al. SPEN haploinsufficiency causes a neurodevelopmental disorder overlapping proximal 1p36 deletion syndrome with an episignature of X chromosomes in females. The American Journal of Human Genetics 108, 502-516 (2021).

9. Fremion F, Darboux I, Diano M, Hipeau‐Jacquotte R, Seeger M, Piovant M. Amalgam is a ligand for the transmembrane receptor neurotactin and is required for neurotactin‐medated cell adhesion and axon fasciculation in Drosophila. The EMBO Journal 19, 4463-4472 (2000).

10. Seeger MA, Haffley L, Kaufman TC. Characterization of amalgam: a member of the immunoglobulin superfamily from Drosophila. Cell 55, 589-600 (1988).

11. Spears M, et al. The function of tumor suppressor genes in ovarian cancer: the role of LSAMP.). AACR (2006).

12. Petrovics G, et al. A novel genomic alteration of LSAMP associates with aggressive prostate cancer in African American men. EBioMedicine 2, 1957-1964 (2015).

13. Duan JE, et al. CLAMP and Zelda function together to promote Drosophila zygotic genome activation. elife 10, 2020.2007. 2015.205054 (2021).

14. Hossain MJ, Xie L. Sex disparity in childhood and young adult acute myeloid leukemia (AML) survival: Evidence from US population data. Cancer epidemiology 39, 892-900 (2015).

15. Wang F, Ni J, Wu L, Wang Y, He B, Yu D. Gender disparity in the survival of patients with primary myelodysplastic syndrome. Journal of Cancer 10, 1325 (2019).

16. Karantanos T, Jain T, Moliterno AR, Jones RJ, DeZern AE. Sex-Related Differences in Chronic Myeloid Neoplasms: From the Clinical Observation to the Underlying Biology. International journal of molecular sciences 22, 2595 (2021).

17. Chen J, Wang Y, Zhang Y, Shen P. Mutations in Bacchus reveal a tyramine-dependent nuclear regulator for acute ethanol sensitivity in Drosophila. Neuropharmacology 67, 25-31 (2013).

# Supplementary material for: Sex-specific splicing occurs genome-wide during early Drosophila embryogenesis
**Source:** eLife. 2023 Jul 19;12:e87865. doi: 10.7554/eLife.87865
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials and Method/Computational Method/Time2splice tool |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Method |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Table 7b- Primer list  #GSE220455-RNA-seq, L3, CLAMP mutant; #GSE220439-RNAseq cell lines, CLAMPRNAi; |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Method |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods/Fly strain |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Materials and Methods |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation | Materials and methods/Time2splice pipeline section |  |
| Blinding | Not done |  |
| Inclusion/exclusion criteria | Not done |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Mentioned in Materials methods and figure legend sections wherever applicable |  |
| Define whether data describe technical or biological replicates. | Biological Replicates |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Not omitted |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and Methods/Figure Legend |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and Methods/Submission Form |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | #GSE220455  #GSE220439 |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | #GSE102922  #GSE133637  #GSE98187 |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Materials and Method/Computational method section.  Figure 1-figure supplement 1 |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | time2Splice (https://github.com/ashleymaeconard/time2splice) |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | Materials and methods/Figure legends/Acknowledgement |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

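RNA of control (yw) and clamp null larvae of stage L3 was sequenced by the authors in 12 libraries, 3 for each of the 4 groups of sex and genotype. TPM values were made by the authors with Salmon before deposition, and each deposited file holds the TPM of all quantified transcripts of a library, scaled to a sum of 1000000, with no filter. Read counts were not used here, so the depth of each library is unknown and no precision could be derived from counts. The spread between the 3 libraries of a group was the measure of error throughout.

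Libraries were grouped by the genotype and sex in their titles. A sex field of the sample labels conflicts with the titles and was not used. The sex check planned with roX1 and roX2 was not made, and these genes are not analysed here. Other checks of the sex labels were added after the data were examined. The numbers of the libraries do not name shared animals or batches, and a block for the number was run as an alternative only.

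Transcripts were assigned to genes with the Ensembl release 115 annotation of assembly BDGP6.54. It held 29926 of the transcripts, and the 10 others were left out of gene and event values. Gene TPM is the sum over the transcripts of a gene. Splicing events of 7 classes (skipped exon, mutually exclusive exons, alternative 5′ and 3′ splice site, retained intron, alternative first and last exon) were built from the exons of the annotation in the manner of SUPPA. PSI is the TPM of the transcripts with the included form divided by the TPM of all transcripts that span the event, and is undefined where the latter is 0.

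The empirical test of ΔPSI was written from the description of SUPPA in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The absolute ΔPSI was compared with the differences between replicates of the same group among the events closest in log10 TPM, the p-value being 0.5 times the share of larger differences. P-values were adjusted by the Benjamini-Hochberg method within each gene, and events with an adjusted p-value under 0.05 were called. The comparisons were clamp null against control in each sex and male against female in controls. The comparison of clamp null males with clamp null females was added after the data were examined.

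Expression was tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1) for genes with a mean of at least 1 TPM, with a trend of the variance on the mean, over all 12 libraries in 4 groups. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. The difference between the sexes in the effect of genotype was tested as an interaction, for expression and, on PSI without a trend, for splicing. Where all values within each group were equal, as for the event in Dcr-2, limma moved the variance of 0 to a small value, so its p-value there rests on the other events. Gene sets were the X-linked genes against those on 2L, 2R, 3L and 3R, 11 genes of late L3 and 19 genes of the testis, written down before the data were examined. They were tested with fry, which takes the genes of a set alone, and with camera, which compares them with the other genes, for the X-linked genes those on the 4 autosome arms, the latter with its preset and with an estimated correlation between genes. Overlaps were tested with the two-sided Fisher's exact test, and matched random lists were drawn from 20 bins of mean TPM. Values of single genes and events were compared with the exact permutation test, which cannot go under 0.1 for 3 libraries against 3. Intervals of shares are Wilson intervals. Figures were drawn with matplotlib 3.10.9.

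Genes and events named in the text were chosen by a rule set before the data were examined. They are Clamp, Sxl, tra, dsx and msl-2, which the paper names, and every gene of the lists. Per sex, they are also the 3 events with the largest ΔPSI and the 3 genes with the largest rise and fall. These were taken among called ones with no overlap between the groups. Other genes the paper names, such as fus and spen, were not examined singly. For events, a mean of at least 3 TPM was required as well, and equal ΔPSI were taken in the order of the event identifiers, which was not part of the rule. Genes named outside this rule are marked in the text as chosen after their values were seen.

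Both tests were checked on simulated data built from the means of the control female libraries. The empirical test recovered 73 of 200 events changed by 0.5 in PSI (36.5%) and called 3 of the other events. The changed events had at least 3 TPM. Splits of the real libraries that mixed the genotypes gave more calls, 45 to 70 in females and 34 to 61 in males. The number of false calls in the simulation may thus not hold for the real libraries. In a simulation with the spread of the real libraries, limma recovered 87 of 200 changed genes (43.5%), 73 of the 105 genes changed by 2 on the log2 scale, and called 2 of the other genes. The tests thus miss many changes at 3 libraries per group.

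Alternatives were set before the data were examined, except where the text says otherwise. They were a minimum TPM for events, transcripts or genes, a minimum ΔPSI or fold change, other corrections for multiple tests, limma on PSI, a pseudocount of 0.1, a median-of-ratios factor per library, a fit over the compared groups, a block for the library number, other definitions of shared events, other lists of spliced genes and leaving out each library in turn. The closing section gives their effect. Embryo and cell line samples, RT-PCR and other assays of the paper were not used here. The lists of differentially expressed genes in the paper's Supplementary file 5 were read in part and used for their sizes only.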

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

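The tests of sample labels, of splits that keep the control sexes whole, of developmental stage, of all-or-none PSI values and of genes close to each other in this part were chosen only after the result was seen.

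The effect of the clamp null genotype on expression differed between the sexes in a direct test of the difference for 1639 of 11145 genes (limma interaction, adjusted p under 0.05), where the median of all genes was -0.40, 55 with a higher and 1584 with a lower change in males. With a median-of-ratios factor the numbers were 99 higher and 1134 lower. Of 100 splits that exchanged the sexes within each genotype, the real one included, 5 gave as many genes. The other 99 fell into 2 kinds. The 5 that kept the control sexes whole gave 1578 to 2177 genes, and the 94 that mixed them gave 0 to 2. The number thus depends on the sexes of the controls and little on which clamp null libraries are labelled male. Among the genes named beforehand, the interaction was -7.57 for Mst84Da, -5.81 for Mst84Dc, -5.46 for Mst98Ca, -5.33 for Mst98Cb, -2.46 for aly, -3.87 for betaTub85D, -3.28 for bol, -5.12 for dj and -3.52 for fzo on the log2 scale (adjusted p between 0.0012 and 0.0386 from limma). All 9 are genes of the testis list, and none was at 0 in a control male library. Their calls depended on the pseudocount and the scaling. With a pseudocount of 0.1, 0 genes of the testis list were called for the interaction, and with a median-of-ratios factor 6 were called. In the libraries labelled clamp null male 4, 5 and 6, betaTub85D had 0.359, 2.09 and 23.5 TPM, against 116, 117 and 137 TPM in the control males and 0, 0.203 and 0.311 TPM in the clamp null females.

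A mislabelled sample was weighed first. Of 627 genes on in every control male and off in every control female, 25 and 20 reached 1 TPM in the libraries labelled clamp null male 4 and 5, no more than the 14 to 28 in the clamp null female libraries. In the library labelled clamp null male 6 the number was 499, far above the clamp null females, which argues against a female sample under that label. Y-linked genes above 0 TPM, of 23, numbered 11, 10 and 13 in the control males, 1, 1 and 6 in the libraries labelled clamp null male and 0, 1 and 0 in the clamp null females. A difference in developmental stage would also lower testis genes. All 11 late L3 genes were lower in the libraries labelled clamp null male, so stage and genotype are confounded. Within the group the order was the reverse of what an earlier stage of libraries 4 and 5 alone would give. The late L3 genes summed to 434, 2770 and 50.5 TPM in libraries 4, 5 and 6, so the library with the most testis RNA had the least late L3 RNA. All 3 lie far under the control males, and a single library does not exclude the explanation. Whether genes that testes use from early on fell less, the other part of this test, was not tested. For libraries 4 and 5, a swapped sex label, an earlier stage with little testis tissue and an effect of CLAMP on the testis cannot be told apart. The paper states that homozygous clamp mutant males die before late L3. The comparisons that include the clamp null males depend on these labels, and those between the control sexes do not.

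For splicing, 12 events had an interaction of sex and genotype in a direct test of the difference. Of 100 splits that exchanged the sexes within each genotype, 9 gave as many events, so chance is not argued against for the 12. Besides the real split these were 3 of the 5 that kept the control sexes whole and 5 of the 94 that mixed them. At an unadjusted p under 0.05 the real split gave 464 events. The 5 that kept the control sexes whole gave 447 to 514, and the 94 that mixed them at most 381. The unadjusted number thus depends on the sexes of the controls and little on which clamp null libraries are labelled male. The event in Dcr-2 had the value -2.0, a change from 0 to 1 in females and from 1 to 0 in males. The forms differ by 3 nucleotides, and 214 of 7531 events with a PSI in all 12 libraries were at 0 or 1 in every library. If reads are assigned to such forms in an all-or-none way, some events may fall into line with the groups by chance. Such chance gives 0.57 events uniform within every group, and 1 was found, which leaves this explanation open. An effect of CLAMP in opposite directions stays open as well.

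Signals in genes the paper does not discuss were found above the level of the controls. p24-2, CG14419 and CG3588 were listed at 0 in every control library and had at least 36.83, 691.18 and 188.63 TPM in every clamp null library. p24-2 was chosen after its values were seen. With Obp50d, CG12951, CG42798 and CG14332, also chosen in this way, which were on in the controls and off in clamp null larvae, 7 genes had this pattern. Of these, 4 lie within 50 kb of another, which 2 of 10000 random lists of 7 genes reached. A difference in genetic background between the stocks is a candidate explanation, with 4 of the genes near another, since variants of a stock lie in blocks. The genotype and the stock are the same libraries, so this and an effect of CLAMP cannot be told apart for these genes.

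CG13230 had at least 1009.897 TPM in every clamp null female library, and Cpr47Eg and PGRP-SC1a at least 243.103 and 760.232 TPM in every clamp null male library, above the control libraries of the same sex. All 3 rose in the other sex as well, CG13230 from at most 4.263 to at least 488.701 TPM in males, and Cpr47Eg and PGRP-SC1a from at most 14.645 and 6.136 to at least 816.802 and 645 TPM in females. Their direction and call held under all alternatives run. Whether they belong to the effect of CLAMP, of the stage or of the stock was not tested.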

How the results depend on the processing

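The alternatives that count shared events differing between the control sexes, and all values for clamp null males against clamp null females, were chosen only after the data were examined. Of 1382 values of 126 results under the alternatives, 1259 were counted as unchanged. These kept their direction and their side of the threshold, or moved by less than a margin. For counts the margin was wide and was not a spread between libraries. A rise from 171 to 247 splicing events in females was thus counted as unchanged. So was a fall from 2834 to 1994 differentially expressed genes in females without clamp null female 5. The number 1259 therefore does not show that counts were stable.

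Counts of splicing events are given for females, males, the control sexes and the clamp null sexes, from 171, 184, 161 and 65. With transcripts of at least 3 TPM only they were 96, 102, 69 and 17. Without a correction within genes they were 429, 478, 356 and 155, and with the Benjamini-Hochberg method over all events 13, 18, 15 and 9, as construction requires. With limma on PSI the first 3 were 412, 627 and 406, and 338 for the control sexes with a replicate block. The clamp null sexes were not run with limma on PSI or with a fit over 2 groups, and the alternatives for roX1 and roX2 were not run. Leaving out 1 library gave 211 to 247 events in females, 214 to 327 in males (287 without clamp null male 4, 327 without 6), 191 to 218 for the control sexes and 90 to 126 for the clamp null sexes. All of these lie above the counts with 3 libraries, and the cause was not tested.

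The sex-specific share, 66.7% in females and 69.0% in males, was 41.5% and 44.6% when the other sex needed only the same sign and p under 0.2, a wider definition of shared by construction. It was 76.9% and 83.3% with the Benjamini-Hochberg method over all events, 76.2% and 84.4% with limma on PSI, and 74.2% and 76.9% with p under 0.055 and shared events differing between control sexes counted as sex-specific. The range without 1 library was 62.6 to 75.3% in females and 64.1 to 80.4% in males, with the highest values without control female 3 and clamp null male 6.

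The 12 events with an interaction became 2 with a replicate block and 26 on the logit of PSI, and 10 to 46 without 1 library. The replicate block removes degrees of freedom. Deviations of libraries with the same number correlated at 0.264, -0.061 and 0.146 in the controls and -0.016, -0.054 and -0.077 in clamp null larvae. For libraries with different numbers the values were -0.24 to 0.098 in the controls and -0.094 to 0.113 in clamp null larvae. Pairing by number was thus not seen in clamp null larvae and stays open in the controls. The cause of the other changes was not tested.

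ΔPSI of the Sxl event was called only without a correction within genes (-0.6358). It had no PSI with transcripts of at least 3 TPM only, so that alternative gave no value, and it ranged from -0.854 to -0.527 without 1 library. The share with the male-specific exon changed by -15.97 to 11.02 points, reversed without control female 3 (11.02), clamp null female 5 (4.28) or 6 (3.45). Sxl expression in males reversed with a median-of-ratios factor (0.18) and without clamp null male 6 (0.34), with a range of -0.98 to 0.34. The change in the dsx female exon in females was 0 with transcripts of at least 1 TPM only, which leaves no transcript with this exon, and in males ranged from -3.0 to 8.59, reversed without clamp null male 4. The msl-2 intron in females ranged from -14.34 to 35.66, reversed without clamp null female 4.

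Mutually exclusive exons in males (0.5% of events) lost their call at 3 TPM and with 1 event per gene (0.6% each), which leave fewer events. Without 1 library, alternative first exons in females made up 30.1 to 34.8% (no call without clamp null female 4), retained introns 10.9 to 16.7% in females (called without clamp null female 4 or 6) and 16.8 to 19.2% in males (called in all 6 fits), and alternative last exons in males 1.7 to 2.8% (called without clamp null male 4 or 6).

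For expression, the control sexes differed in 1644 genes of at least 5 TPM, from 2761 genes. The 1639 genes with an interaction became 416 with a pseudocount of 0.1 and 780 with genes of at least 5 TPM, which tests fewer genes, and 1529 with a replicate block. The 2 genes that differed between the clamp null sexes became 4 with a pseudocount of 0.1, 1 with any TPM above 0 and 1 at 5 TPM. Leaving out 1 library gave 1719 (without control female 2) to 2619 genes in females, 5361 to 6396 in males, 2266 to 2714 for the control sexes, 1249 to 2106 for the interaction and 1 to 3 for the clamp null sexes.

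The X chromosome against autosomes passed camera's threshold for males minus females with genes of at least 5 TPM (0.179, camera 0.0177), with a median-of-ratios factor (0.173, camera 0.0444) and without clamp null female 4 (0.224, camera 0.0217), with a range of 0.131 to 0.224. In females it passed without clamp null female 4 (-0.165, camera 0.0364), with a range of -0.168 to -0.102. The share of spliced genes that are differentially expressed ranged from 61.4 to 71% without 1 library, with the splicing calls kept. It passed its threshold in every alternative run. Clamp expression kept its call in all alternatives, between -1.15 and -0.99 in females and -1.38 and -1.16 in males without 1 library. The late L3 and testis lists kept their calls, with ranges of -11.23 to -7.82 in females and -9.69 to -8.70 in males for the former and -5.92 to -3.83 in males for the latter. Single genes did not all keep theirs. With a fit over the 2 compared groups, 6 of 11 late L3 genes were called in females, against 9. Sgs1, Sgs3, Sgs4 and Eig71Ee lost their call there (adjusted p 0.0727 to 0.0894 from limma), and Fbp2 gained one. In males this fit called 10 of 11 late L3 genes and 15 of 17 testis genes.

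Among 80 values of single genes and events with 879 values under alternatives, 840 kept direction and call, 18 were weaker, 4 stronger and 17 reversed. All reversed values are testis genes in females, where most values lie under 3 TPM. Their ranges without 1 library were -0.97 to 0.44 for Mst84Db, -1.04 to 0.53 for Mst84Dd, -0.18 to 0.38 for Mst98Ca, -0.34 to 0.15 for Mst98Cb, -0.43 to 0.70 for bol, -0.49 to 0 for dj, -0.839 to 0.024 for mia, -0.20 to 0.15 for sa and -0.192 to 0.072 for topi, which was 0 with a median-of-ratios factor. The depth of the libraries is unknown, which limits what can be said of genes and events near 0 TPM.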

Differences from the paper's values

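No value was chosen for its closeness to the paper's. The tests beside the differences of this part were set before the data were examined, except the count that includes shared events, which was chosen after seeing the values.

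The paper's Supplementary file 3a lists 38 known sex-specific CLAMP-dependent splicing events in female L3, and 21 were found here. The number was 38 with limma on PSI, and without a correction within genes it rose past the paper's to 47. The listed p-values follow the correction within genes, as 182 of 185 female and 202 of 207 male p-values lay within 0.01 of the adjusted ones here, against 136 and 146 for those before correction. Leaving out the correction is thus argued against for the list as a whole, and the source of the gap was not settled. The gap stayed with a minimum of 3 TPM for events (20) or for transcripts (5), with p under 0.055 (25), with a ΔPSI of at least 0.2 (18), with the Benjamini-Hochberg method over all events (1) and with fewer neighbouring events (21). With events shared by both sexes counted as well, a definition chosen after seeing the values, the number was 31, and 40 with p under 0.055.

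The paper's p-value of the Sxl event in female L3 is 0.0374625, and it was 0.142 here after adjustment over the events of the gene. Without a correction within genes it was 0.0400, which closes the gap for this event and calls it. It was 0.142 with a minimum of 3 TPM for events, with p under 0.055 as the threshold and with a minimum ΔPSI, 0.138 with fewer neighbouring events, 0.111 with limma on PSI, 0.433 with the Benjamini-Hochberg method over all events and between 0.0991 and 0.236 with each library left out in turn. None of these closed the gap.

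The paper states that male clamp mutants die before late L3, so that splicing could not be measured in them, and 3 of the libraries here are labelled clamp null male. Of the p-values in the paper's Supplementary file 3a some exceed 0.05, as 24 of the 189 female and 31 of the 211 male events it lists have a p-value of at least 0.05.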

Other observations

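The tests of the comparison between clamp null sexes, of scaling for the late L3 genes, of the share of the highest genes and the splits for the X chromosome in males minus females were chosen only after the result was seen.

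Other splits of the 6 libraries of a comparison into 3 and 3 make 10 splits, so a share under 0.1 cannot be had. Only the real split, 1 of 10, gave as many splicing events in females (45 to 70 in the others), in males (34 to 61) and between the control sexes (36 to 75). Between the clamp null sexes, where 65 events were called, 5 of 10 splits gave as many. For expression, 1 of 10 splits gave as many genes in females, in males and between the control sexes, with at most 2 genes in the others. Between the clamp null sexes 2 of 10 gave as many as the 2 genes called, BaraA2 and CG42486, named after their values were seen, with 622 genes at an unadjusted p under 0.05. CG42486 was listed at 0 in both male groups.

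In males, 63.6% of the events called in males only had the same sign in females, and 4 of 110 had an interaction at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 36 of 110, and 22 of 105 for events called in females only, against 464 of 7531 events in all. Selection by a call in one sex only favours such differences, so these numbers do not measure how many events differ between the sexes. This is consistent with part of these events being changed in both sexes and passing the threshold in 1 of them. A difference between the sexes in the others stays open. Events called in females lay under 3 TPM in 4.7% of cases against 16.1% of those tested, and in males the shares were 3.8% and 14.8%. Each ΔPSI was compared with events of similar TPM, where replicates differ more at low TPM, so a lower share is built into the test. With events of at least 3 TPM only, the calls were 166 of 7505 events in females and 178 of 7756 in males, so most calls do not rest on events under 3 TPM. With transcripts of at least 3 TPM only, 96 of 2131 events were called in females and 102 of 2123 in males. The events tested fell more than the calls, and the share called rose from 1.9 to 4.5% in females and from 2.0 to 4.8% in males. Whether low TPM of single transcripts is a source of some of the other calls stays open.

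Genes of events called in males only were higher in control males than in control females in 24.6% of cases (28 of 114), against 11.8% of the other tested genes (Fisher's exact test, p = 0.000201). For events called in females only the shares were 5.2% and 11.9% (Fisher's exact test, p = 0.0517). A lower share of testis RNA in the libraries labelled clamp null male may thus account for part of the events called in males only.

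More genes were lower than higher in clamp null larvae. A few genes taking most of the TPM could bring this about. In the test set beforehand, division by a median-of-ratios factor moved the share of higher calls by 16.2 points in females and 18.7 points in males, as this explanation requires. The 10 highest genes, however, took less of the TPM in clamp null larvae, by -9.44 points in females and -6.61 points in males. That would raise the other genes there, so this explanation is argued against in its direction. What makes the scaling matter was not found. In males, a lower share of testis RNA in the libraries labelled clamp null male may account for part of the excess of lower genes. This was not tested.

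Late L3 genes were lower in clamp null larvae, by a median of -8.72 in females (9 of 11 called, 10 adjusted over the list alone) and -9.24 in males (11 of 11, 11 adjusted over the list alone). Relative to the median of all genes these were -8.52 and -8.49. With a pseudocount of 0.1 the medians were -9.96 and -9.98, since many values lie near 0. They passed fry (0.000439 and 0.000219) and camera with its preset (1.77e-07 and 0.000758), and not camera with an estimated correlation (0.0893 and 0.248). After division by a median-of-ratios factor the median in females was -8.63, so scaling is argued against. The largest share of the Sgs genes was 0.363% of TPM in a clamp null library, against 8.07 to 15.5% in control females and 11.7 to 14.9% in control males. Only the real split, 1 of 10, gave as large a median in either sex. An earlier stage of the clamp null larvae at collection may account for this, and an effect of CLAMP on these genes stays open.

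Of 19 testis genes 17 were tested. Their median in males was -4.72 (16 called, 16 adjusted over the list alone; -3.97 relative to all genes; fry 0.000822, camera 0.000932, 0.357 with an estimated correlation). In control males against control females it was 5.504 (16 called, 16 adjusted over the list alone; fry 0.000188, camera 9.25e-09, 0.128 with an estimated correlation). Only the real split, 1 of 10, gave as large a median in either comparison. In females the median was -0.17 with 0 called (fry 0.719, camera 0.9988). Between the clamp null sexes all 17 genes had a higher group mean in the libraries labelled male, with a median of 1.31 and 0 called (fry 0.125, camera 2.12e-07, 0.164 with an estimated correlation). This rests on library 6. The testis genes summed to 10.9, 19.4 and 400.2 TPM in the libraries labelled clamp null male 4, 5 and 6, against 5.4, 10.5 and 13.1 TPM in the clamp null females. For the interaction the median was -3.60 with 9 called, 14 adjusted over the list alone (fry 0.0109, camera 1.63e-05, 0.239 with an estimated correlation). With a pseudocount of 0.1 this median was -4.46 with 0 called, and with a median-of-ratios factor -3.21 with 6 called.

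X-linked genes changed by -0.143 relative to autosomal genes in females (camera 0.103, 0.564 with an estimated correlation), and 1 of 10 splits gave as large a difference. In males the difference was 0.027 (camera 0.992, 0.997 with an estimated correlation), and 6 of 10 splits gave as large a one. Without genes that differ between the control sexes it was -0.071 in males, so the part of testis RNA in it was not resolved. For males minus females it was 0.177 (camera 0.072, 0.526 with an estimated correlation), and 7 of 100 splits gave as large a difference. Without genes that differ between the control sexes it was 0.077. In control males against control females, the difference was -0.217 (camera 0.0214, 0.421 with an estimated correlation). The fry test takes the X-linked genes alone, without the autosomes, so it does not bear on these differences. Its direction was down in females (fry 0.0202), in males (fry 9.33e-05) and for males minus females (fry 0.0264), and up between the control sexes (fry 0.00341). In the last 3 of these the direction was opposite to the sign of the difference from autosomal genes.

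Spliced genes were differentially expressed more often than genes matched on mean TPM (0.009 of random lists on both sides), which argues against expression level as the explanation of the overlap.

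By class, skipped exons made up 9.4% of the events called in females against 19.4% of those tested (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00252) and 9.2% against 19.7% in males (0.000695). Alternative first exons made up 35.1% against 23.7% (0.00252) and 35.3% against 23.3% (0.000695). Mutually exclusive exons in males made up 0.5% against 4.0% (0.017). No other class passed the threshold in either sex.

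The female form of tra made up 91.3 ± 6.00% (SD, n = 3) of tra TPM in control females and 82.2 ± 15.1% in clamp null females (exact permutation test, p = 0.5), and 66.3 ± 13.7% and 93.2 ± 7.02% in males (exact p = 0.1). The dsx female exon made up 17.1 ± 10.6% and 3.30 ± 5.71% in females (exact p = 0.2) and 3.00 ± 3.08% and 7.73 ± 13.4% in males (exact p = 1.0). Transcripts with the first msl-2 intron made up 14.3 ± 24.8% and 33.3 ± 57.7% in females (exact p = 1.0) and 14.1 ± 19.6% and 66.7 ± 57.7% in males (exact p = 0.4).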
